# Developmental-stage-dependent transcriptional response to leukaemic oncogene expression

**DOI:** 10.1038/ncomms8203

**Published:** 2015-05-28

**Authors:** Kakkad Regha, Salam A. Assi, Olga Tsoulaki, Jane Gilmour, Georges Lacaud, Constanze Bonifer

## Abstract

Acute myeloid leukaemia (AML) is characterized by a block in myeloid differentiation the stage of which is dependent on the nature of the transforming oncogene and the developmental stage of the oncogenic hit. This is also true for the t(8;21) translocation that gives rise to the RUNX1-ETO fusion protein and initiates the most common form of human AML. Here we study the differentiation of mouse embryonic stem cells expressing an inducible RUNX1-ETO gene into blood cells as a model, combined with genome-wide analyses of transcription factor binding and gene expression. RUNX1-ETO interferes with both the activating and repressive function of its normal counterpart, RUNX1, at early and late stages of blood cell development. However, the response of the transcriptional network to RUNX1-ETO expression is developmental stage specific, highlighting the molecular mechanisms determining specific target cell expansion after an oncogenic hit.

## Abstract (web summary)

Acute myeloid leukaemia often originates from a chromosomal translocation creating a RUNX1/ETO fusion protein. Here Regha *et al*, generate a mouse stem cell model and demonstrate the fusion protein disrupts transcription in a differentiation-stage-specific manner.

Normal blood cell development originates from haematopoietic stem cells, which can both self-renew and differentiate, and proceeds via the formation of transiently amplifying progenitor cells, which become progressively restricted in their differentiation potential until they arrive at the terminally differentiated state. These cell fate changes are tightly controlled by the interplay between transcription factors (TFs) and the epigenetic machinery and lead to differential gene expression. In addition, cell proliferation in progenitors has to be tightly controlled. Normal blood cell development can be blocked in a number of ways. The most important mechanisms involve (i) the mutation of TFs or epigenetic regulators, (ii) altered functions of such regulators by fusing them to other proteins by chromosomal translocations and (iii) aberrant signalling processes impacting on the activity of both TFs and epigenetic regulatory proteins^1^. Such mutations interfere with the highly coordinated changes in gene expression during haematopoiesis and are the main cause for human leukaemia. Acute myeloid leukaemia (AML) affects the myeloid lineage of the haematopoietic system, which gives rise to granulocytes and macrophages. In this disease, haematopoietic differentiation is blocked at the progenitor stage, giving rise to rapidly proliferating leukaemic blast cells. Depending on the molecular cause of their transformation, leukaemic blast cells are blocked at different (early or late) stages along the myeloid differentiation pathway, indicating (i) that the nature of the oncogenic hit determines the molecular outcome of the transformation event and (ii) that the transcriptional network within a specific target cell is reprogrammed to adopt an alternative differentiation state, which has to be compatible with self-renewal. Currently, the molecular details of how this occurs is unclear.

Studies of leukaemic oncogenes have been instrumental with respect to identifying regulators of normal haematopoiesis^2^. This is exemplified by the gene encoding the TF RUNX1, which is a frequent target of leukaemic mutations. It is also absolutely required for the specification of haematopoietic stem cells in the embryo, but once these are formed, the immediate effect of the knockout is much milder^3^,^4^. The t(8;21) translocation that gives rise to the fusion protein RUNX1-ETO blocks differentiation at an early myeloid progenitor stage^5^ by binding to a subset of RUNX1-target regions^6^. RUNX1-ETO expression is mostly associated with gene repression^7^ and fusion transcripts can be detected in *utero*, indicating that this genetic change can occur early during embryogenesis^8^. However, similar to the RUNX1 knockout, the developmental stage at which the oncogenic hit occurs is of the essence for the resulting phenotype^9^. Experiments in mice showed that germline expression of RUNX1-ETO disrupts embryonic haematopoietic and endothelial development with a complete absence of foetal liver haematopoiesis. In contrast, conditional expression in myeloid progenitors after birth creates cells with enhanced self-renewal capacity that, after the acquisition of additional mutations, become fully malignant^10^,^11^,^12^,^13^. These experiments indicate that the developmental stage at which RUNX1-ETO is expressed determines whether AML develops or not. It was suggested that RUNX1-ETO interferes with RUNX1 function in the embryo, however, no system-wide studies have so far been undertaken to confirm this idea. It is unknown whether RUNX1-ETO targets different cis-regulatory elements during haematopoietic specification in the embryo and in myeloid progenitor cells after birth and how it interferes with RUNX1 function. Here we addressed these questions and describe a global analysis of RUNX1-ETO action before and after the formation of haematopoietic cells, using an inducible version of RUNX1-ETO and embryonic stem (ES) cell differentiation as a model, as this differentiation system faithfully recapitulates all stages of embryonic haematopoietic specification and produces myeloid precursor cells capable of terminal differentiation into macrophages. We show that RUNX1-ETO interferes with both the repressive and the activating action of RUNX1 and targets a similar set of genes at both stages but causes a different gene expression response. Our data demonstrate that not the target genes but the response of the transcriptional network within target cells is the main determinant of the outcome of an oncogenic hit.

## Results

### Developmental-stage-specific outcome of RUNX1-ETO induction

To be able to examine the effect of RUNX1-ETO expression at different stages of blood cell development, we constructed an ES cell line carrying a doxycycline (Dox)-inducible human RUNX1-ETO (*RUNX1T1)* gene that is expressed from a tetracycline (TET)-responsive promoter in a RUNX1 wild-type genetic background (Fig. 1a; Supplementary Fig. 1a). The system is tightly regulated as no RUNX1-ETO protein is detected in the absence of Dox (Fig. 1b). It has recently been shown in t(8;21) AML that a balance between RUNX1 and RUNX1-ETO expression is required for maintaining the leukaemic phenotype^14^. We, therefore, carefully titrated the Dox concentration and found that 0.1 μg ml^−1^ was the optimal concentration for the levels of RUNX1-ETO expression not exceeding that of expression of the endogenous *Runx1* protein and messenger RNA (mRNA; Fig. 1b). ES cells were then differentiated into haematopoietic cells using a previously described culture system (blast culture) based on seeding Flk1^+^ cells containing common precursors for haematopoietic and endothelial cells, that is, haemangioblasts^15^ (Fig. 1c). Haematopoietic specification from the haemangioblast stage progresses via an adherent haemogenic endothelium (HE) cell type expressing the endothelial marker Tie2 and starting to express the receptor for the stem cell factor KIT on the surface. The HE expresses a low level of RUNX1, which is required to induce the endothelial program but is not sufficient to initiate the formation of haematopoietic cells^16^. Haematopoietic development is initiated by the upregulation of RUNX1, which drives the endothelial–haematopoietic transition (EHT) during which cells acquire the CD41 surface marker (hereby referred to as HE2) and are fully committed to form blood^9^,^15^,^17^. The loss of the endothelial marker Tie2 marks the stage when cells round up and become floating multipotent progenitors expressing both the surface markers KIT and CD41.

We induced RUNX1-ETO at different time points during blast culture (day 0–3) and analysed the surface marker expression of cells by flow cytometry (Fig. 1d; Supplementary Fig.1b). To this end, we stained cells with antibodies against KIT, Tie2 and CD41 whose individual or co-expression marks mesoderm-derived cells on their way to becoming haematopoietic progenitors^15^,^18^,^19^ as described above and depicted in Fig. 1c. Figure 1d shows that the time point of RUNX1-ETO induction determined the outcome of differentiation. When cells were induced at day 0 and day 1, KIT expression was not affected (Supplementary Fig. 1c), CD41 was not upregulated and differentiation did not proceed further. Induction at day 0 of the expression of RUNX1-ETO9a, a splice variant of RUNX1-ETO which gives rise to a truncated protein that is capable of causing leukaemia in mice on its own^20^, resulted similarly in a defect in generation of CD41+ cells (Supplementary Fig. 2a,b).

When expression of RUNX1-ETO was induced after day 2, KIT^+^CD41^+^Tie2^−^ progenitor cells were formed. When placed in myeloid expansion medium containing cytokines together with Dox, these cells show rapid growth (Supplementary Fig. 1d,e). Moreover, RUNX1-ETO-expressing progenitor cells displayed an enhanced self-renewal capacity as shown by serial replating assays (Fig. 1e; Supplementary Figs 1f and 2c). Taken together, these *in vitro* experiments confirm the results of the earlier mouse studies. However, they add the information that the block in differentiation at early stages of embryonic haematopoietic specification occurs precisely at the EHT.

### RUNX1-ETO induction differentially alters gene expression

The expression of RUNX1-ETO changes the gene expression pattern of haematopoietic precursor cells, both in human and in mouse models^6^,^21^,^22^,^23^. We next examined which genes were deregulated at the different developmental stages when RUNX1-ETO was induced. To examine the gene expression changes responsible for the block of the EHT, we induced RUNX1-ETO at day 1 of blast culture (Fig. 2a; Supplementary Data 1) at which RUNX1 expression levels are very low^24^. However, these developing cell populations are not completely synchronous and contain some cells already having progressed further in differentiation at the point of induction. 

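RNA of sorted HE cells, HE2 cells (CD41+ cells that still express Tie2) and CD41+KIT+Tie2− progenitors was hybridised in 1 colour to Agilent SurePrint G3 Mouse arrays. RUNX1-ETO was induced with doxycycline (Dox) at 0.1 μg per ml from day 1 of blast culture, and induced and uninduced cells were sorted on day 2. There were 3 arrays each of uninduced HE, induced HE, uninduced HE2 and induced HE2, labelled as biological replicates, and 2 each of uninduced and induced progenitors. An additional array of uninduced progenitors, called a technical replicate in its title and replicate 3 in its description, was normalized with the others and left out of the comparisons. The authors deposited the brightness of each spot and of the background around it as read by Feature Extraction, without normalization between arrays. The share of spots well above background was 64.7 to 78.4% on uninduced HE arrays (median 68.7%), 59.2 to 77.1% on induced HE arrays (median 70.0%), 64.5 to 74.4% on uninduced HE2 arrays (median 70.6%) and 66.1 to 68.0% on induced HE2 arrays (median 66.3%). It was 67.5 and 71.0% on the uninduced progenitor arrays and 48.8 and 65.6% on the induced ones, and 54.7% on the additional array. No spot was saturated, and the number of arrays limits the precision of each value. Starting from the median brightness of each spot, the background was corrected with limma's normexp method and an offset of 16, all 23 arrays of the study were quantile normalized together, and spots of the same probe were averaged. A mean per group was then fitted to 22 arrays with lmFit and eBayes, which left 14 residual degrees of freedom and gave every comparison the same estimate of the spread. Each gene was represented by its probe with the highest mean over all arrays, and the 15246 genes with a log2 intensity of at least 6.5 on at least 1 array were counted as expressed. A gene was counted as changed at a P value of at most 0.001 and a change of at least 2-fold, and adjusted P values follow Benjamini and Hochberg over all expressed genes. All HE and HE2 arrays and 3 of the progenitor arrays were on slides 1 and 2, whereas induced progenitor array 2 was on slide 3 with the myeloid progenitor arrays and was scanned on another day. The probe for Runx1t1, the mouse gene that encodes ETO, was brighter on every induced array than on every uninduced array of its stage. Its log2 change with Dox was 1.24 in HE (standard error (SE) 0.335, adjusted P = 0.0155 from limma), which did not reach the P value set for a change, 2.08 in HE2 (SE 0.335, adjusted P = 0.000304) and 3.97 in progenitors (SE 0.41, adjusted P = 1.15e-05). With the scan date as a block, the log2 change of Runx1t1 with Dox in HE passed the threshold, as it did at an adjusted P of at most 0.05 and at a 2-fold change alone. Whether this probe detects the transgene was not tested.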

We, therefore, purified induced and non-induced cells according to their surface marker expression by cell sorting for measurement of global gene expression using microarrays. The isolated cells represented the HE, HE2 (CD41^+^ cells still expressing Tie2) and progenitor cell (Tie2-negative CD41^+^KIT^+^) populations (Supplementary Fig. 2d). These experiments demonstrated that the normal course of gene expression changes during differentiation was disrupted by induction of RUNX1-ETO (Fig. 2b,c; Supplementary Fig. 2f). Moreover, the comparison of gene expression patterns by principal component analysis demonstrated that HE2 cells expressing RUNX1-ETO displayed a gene expression profile that was closer to that of the earlier HE stage (Fig. 2d; Supplementary Fig. 2e). This was also true for CD41^+^ KIT^+^Tie2^−^ progenitor cells. 

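Between HE and HE2, 365 genes were upregulated and 402 downregulated without Dox, compared with 246 upregulated and 226 downregulated with Dox. Of the 365 upregulated genes, 142 were also upregulated with Dox, against 5.89 by chance, and their median log2 change was 1.74 without and 0.90 with Dox. Of the 402 downregulated genes, 51 were also downregulated with Dox, against 5.96 by chance, with median log2 changes of -1.37 without and -0.56 with Dox. These genes were selected on their uninduced change, so that part of the smaller change with Dox follows from the selection. The difference itself was tested with an interaction term, which was significant for 69 of the upregulated and 38 of the downregulated genes. The term contains the same uninduced change, so that the selection may raise these numbers as well. Over all expressed genes, the response to Dox differed between HE and HE2 for 205 genes, with adjusted P values of up to 0.0698, and the change was higher in HE2 for 95 and lower for 110. As many genes were called in 5 of 100 drawn splits of the same arrays into groups of these sizes, the real one included, and in 1 of 80 splits, the real one, that part every pair of uninduced HE and HE2 arrays with the same number. The number of downregulated genes without Dox depended most on the threshold, with 59 genes at an adjusted P of at most 0.001 and 689 at a 2-fold change alone, and without uninduced HE2 array 3 it was 195. From the comparison of gene expression at the successive stages with and without Dox, the paper concludes that the induction of RUNX1-ETO disrupted the normal course of gene expression changes during differentiation.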

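The position of each HE2 array was measured along the axis from the mean of uninduced HE (0) to the mean of uninduced HE2 (1) over the 14963 expressed genes measured on all arrays, and each uninduced array was left out of the mean when it was placed itself. Uninduced HE arrays lay at 0.296 ± 0.0561 (SD, n = 3) and uninduced HE2 arrays at 0.833 ± 0.185 (SD, n = 3). Induced HE2 arrays lay between them at 0.562 ± 0.116 (SD, n = 3), and all 3 were below every uninduced HE2 array (exact permutation test, two-sided, P = 0.1, the smallest P that 3 arrays against 3 allow). Other measures of distance gave another order. The Euclidean distance to the mean of uninduced HE was 96.6 ± 13.1 (SD, n = 3) for induced HE2 and 79.9 ± 10.3 (SD, n = 3) for uninduced HE2, so that induced HE2 arrays were on average farther from uninduced HE, a difference within the reach of chance (exact permutation test, P = 0.2). Over the first 3 principal components of the 22 arrays, myeloid progenitors included, which held 50.2, 17.1 and 7.37% of the variance, the distances were 73.6 ± 26.6 for induced and 62.2 ± 9.74 for uninduced HE2 (SD, n = 3 each, exact permutation test, P = 0.8). Both distances also count the effect of Dox that HE and HE2 share, so that they do not measure the stage alone. On the second component, induced HE arrays lay at 41.17, 37.43 and 33.18 and uninduced HE arrays at -23.28, -16.6 and -10.1. On the first, induced HE2 arrays lay at -40.56, -34.8 and -57.98 and uninduced HE2 arrays at -25.52, -33.33 and -7.252. Uninduced HE arrays lay there at -63.77, -73.95 and -60.26. Within slide 1 the induced HE2 array lay at 0.599 and the uninduced ones at 0.767 and 0.689, and within slide 2 the induced arrays lay at 0.655 and 0.432 and the uninduced one at 1.04.

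**Figure D1:**
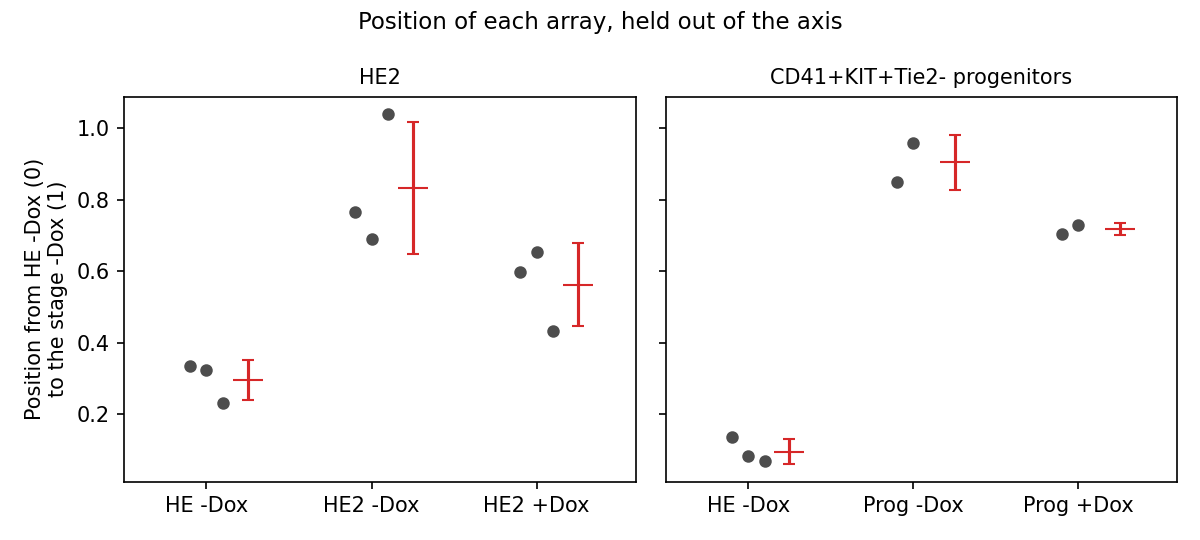
Position of each array (points) on the axis from uninduced HE (0) to the uninduced later stage (1), which has no unit, for HE2 (left) and CD41+KIT+Tie2− progenitors (Prog, right), with the mean ± SD of each group in red. Induced HE2 arrays lie at 0.599, 0.655 and 0.432, below the uninduced HE2 arrays at 0.767, 0.689 and 1.04.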

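On the corresponding axis from uninduced HE to uninduced CD41+KIT+Tie2− progenitors, uninduced HE arrays lay at 0.0948 ± 0.0358 (SD, n = 3). Uninduced progenitor arrays lay at 0.905 ± 0.0765 and induced progenitor arrays at 0.717 ± 0.0172 (SD, n = 2 each). Both induced arrays were below both uninduced ones (exact permutation test, two-sided, P = 0.333, the smallest P that 2 arrays against 2 allow, so that the difference cannot be told from chance). The Euclidean distance to the mean of uninduced HE was 123.6 ± 13.2 for induced and 134.5 ± 5.69 for uninduced progenitors (SD, n = 2 each, exact permutation test, P = 0.667). Over the first 3 principal components it was 100.5 ± 13.1 and 123.3 ± 8.18 (SD, n = 2 each, exact permutation test, P = 0.333).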

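In HE, 715 genes were upregulated and 363 downregulated with Dox, with adjusted P values of up to 0.0107. In HE2, 777 genes were upregulated and 315 downregulated (adjusted P up to 0.0104). In CD41+KIT+Tie2− progenitors, 463 genes were upregulated and 107 downregulated (adjusted P up to 0.0249), and 1801 genes changed in at least 1 of the 3 populations. The numbers in progenitors rest on 2 induced arrays that differ, as 325 genes were upregulated and 28 downregulated with array 1 alone, and 609 and 281 with array 2 alone. Without uninduced progenitor array 2, 283 genes were upregulated. At an adjusted P of at most 0.001 there were 446 upregulated and 193 downregulated genes in HE and 160 and 8 in progenitors, and at a 2-fold change alone 942 and 549 in HE and 901 and 514 in progenitors. Of the genes upregulated in HE, 424 (59.3%) were also upregulated in HE2, against 36.4 by chance, and of those downregulated 133 (36.6%) were also downregulated, against 7.5 by chance. HE2 and progenitors shared 307 upregulated and 54 downregulated genes, against 23.6 and 2.21 by chance. Across all expressed genes, which are not independent replicates, the correlation of the log2 changes was 0.702 between HE and HE2 and 0.628 between HE2 and progenitors. By the interaction term, the response to Dox differed between HE2 and progenitors for 97 genes (adjusted P up to 0.155). The number of genes whose Dox response differs between HE2 and progenitors was 65 with the slide as a block, 318 without induced progenitor array 1, 55 without uninduced progenitor array 2 and 63 without uninduced HE2 array 1. Among genes whose induced arrays all lay on one side of the uninduced arrays, the largest rises in HE were those of Trh (log2 change 6.14, SE 0.358, adjusted P = 3.57e-09), Mt2 (5.69, SE 0.286, adjusted P = 1.06e-09) and Mt1 (5.41, SE 0.333, adjusted P = 6.37e-09), and no array of cells treated with Dox without the transgene was analysed. The largest falls in HE were those of Gas6 (-3.72, SE 0.3, adjusted P = 1.92e-07), Slco4a1 (-3.41, SE 0.446, adjusted P = 3.36e-05) and Exoc3l4 (-3.25, SE 0.371, adjusted P = 7.98e-06). In HE2, Trh rose by 5.72, Hdc by 5.47 and Mt2 by 4.58 on the log2 scale, and Krt8 fell by 3.70, Hand1 by 3.43 and Col1a1 by 3.26. In progenitors, Ptprb rose by 6.21, Wt1 by 4.81 and Pnoc by 4.69, and Prtn3 fell by 2.32, Nrgn by 2.22 and Spi1 by 2.22. The fall of Spi1 did not reach the P value set for a change without uninduced array 1 (log2 change of Spi1 with Dox in progenitors -1.98), without induced array 2 (-1.75) or with the slide as a block (-1.72). The checks without induced array 2 and with the block are not separate. Induced array 2 was the only array of its group on slide 3, so that the block also leaves induced array 1 alone. With 75th percentile scaling, which took the signal as processed by Feature Extraction, neither Spi1 (-2.38) nor Prtn3 (log2 change of Prtn3 with Dox in progenitors -2.75) passed.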

Each population showed a different shift in the gene expression pattern depending on which stage RUNX1-ETO expression had taken effect. Both normally upregulated and downregulated genes belonging to different gene ontology classes (Supplementary Data 2) were affected (Fig. 2c,e), displaying complex deregulation patterns (Supplementary Fig. 3a).

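Between HE2 and progenitors, 267 genes were upregulated and 555 downregulated without Dox, and 309 were upregulated and 802 downregulated with Dox. Of the genes upregulated without Dox, 156 were also upregulated with Dox, against 5.41 by chance, with median log2 changes of 1.75 without and 1.39 with Dox. Of those downregulated without Dox, 368 were also downregulated with Dox, against 29.2 by chance, with medians of -1.86 and -1.55. The interaction term was significant for 7 of the upregulated and 22 of the downregulated genes. The smaller median with Dox follows in part from selecting the genes on their uninduced change, which the interaction term also contains. Without uninduced progenitor array 2, the number downregulated without Dox was 321, and without induced progenitor array 2 the number downregulated with Dox was 522.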

We examined two classes of genes in more detail. After the EHT, a number of important haematopoietic regulator genes are upregulated in HE2 in response to the increase in RUNX1 levels. 

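In uninduced cells, Runx1 rose from a log2 intensity of 10.75 ± 0.766 in HE to 13.04 ± 0.211 in HE2 (SD, n = 3 each), a log2 change of 2.28 (SE 0.356, adjusted P = 0.000404 from limma). Of the 6 genes for transcription factors (TFs) read from Fig. 3b as placed after RUNX1, all 6 were higher in HE2 than in HE and 4 passed the threshold, with a median log2 change of 2.29. An adjusted P of at most 0.05 was reached by 4 genes when adjusted over the list alone and by 4 when adjusted over all genes. The study showed this list for these arrays and its text does not say how it was chosen, so that the first number cannot be taken as independent evidence. The 4 were Spi1 (which encodes PU.1), Cebpb with a log2 change of 3.26 (SE 0.429, adjusted P = 7.82e-05), Myb with 3.07 (SE 0.326, adjusted P = 7.65e-06) and Cebpe with 1.51 (SE 0.207, adjusted P = 0.000118), which was well above background on 2 of 3 uninduced HE arrays. Cebpa (0.75, SE 0.401, adjusted P = 0.29) and Cebpd (0.48, SE 0.262, adjusted P = 0.308) did not pass the threshold, although Cebpd was higher in HE2 in each pair of arrays with the same number.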

At the same time, also due to RUNX1 action, endothelial genes are first up- and then downregulated thus firmly committing cells to the blood cell lineage^16^,^25^. This process is strongly disturbed after RUNX1-ETO induction as only very few Tie2^−^ floating progenitor cells were formed, indicating that the EHT was perturbed (Fig. 1d). Multiple endothelial genes and TF-encoding genes characteristic for the HE such as *Sox17* remained expressed and the expression of others is deregulated (Fig. 3a; Supplementary Fig. 3b), while a number of TF genes important for myelopoiesis, such as *Sfpi1(Pu.1)* are not upregulated (Fig. 3b,c; Supplementary Fig. 3c,d). 

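Sox17 fell from HE to HE2 without Dox, from a log2 intensity of 12.34 ± 0.272 to 10.67 ± 0.228 (SD, n = 3 each), a log2 change of -1.67 (SE 0.301, adjusted P = 0.00142 from limma). With Dox it was 11.81 ± 0.233 in HE and 12.09 ± 0.586 in HE2 (SD, n = 3 each), a log2 change of 0.28 (SE 0.301, adjusted P = 0.709). The interaction term was 1.94 (SE 0.426, adjusted P = 0.0351). Within HE2, Sox17 was 1.42 higher with Dox (SE 0.301, adjusted P = 0.0029) on the log2 scale, and it did not reach the P value set for a change without induced HE2 array 3 (log2 change of Sox17 with Dox in HE2 1.08) or without uninduced HE2 array 3 (1.30). In a fit of only the groups compared it did not pass either. Spi1 (Sfpi1) rose from 5.47 ± 0.392 in HE to 8.77 ± 0.147 in HE2 without Dox (SD, n = 3 each), a log2 change of 3.30 (SE 0.366, adjusted P = 1.3e-05). With Dox it was 5.17 ± 0.201 in HE and 6.03 ± 1.03 in HE2 (SD, n = 3 each), a log2 change of 0.86 (SE 0.366, adjusted P = 0.21), and the interaction term was -2.44 (SE 0.518, adjusted P = 0.0297). Spi1 was well above background on 2 of 3 uninduced HE arrays, 1 of 3 induced HE arrays and 2 of 3 induced HE2 arrays. Of the other TF genes placed after RUNX1, Myb (log2 change 3.32), Cebpb (2.90) and Cebpd (1.22) were upregulated from HE to HE2 with Dox, and Cebpe was not (0.27, interaction term -1.24, SE 0.292, adjusted P = 0.0521). The median over the 6 genes was 1.04 with Dox. Within HE2, all 6 were lower with Dox than without, with a median log2 change of -0.827. Of these falls, 2 passed the threshold, those of Spi1 (-2.74) and Cebpb (-1.88). Cebpd had fallen with Dox in HE (-1.22), and in induced HE2 it was 12.57, compared with 12.56 in uninduced HE. The panel of Fig. 3b for TF genes placed before RUNX1 lists 6 genes, among them Sox17 and Runx1 itself, with a median log2 change from HE to HE2 of -0.228 without and 0.228 with Dox, and the interaction term was significant for 1 of them. For the 5 genes other than Runx1 the median was -0.40 without and 0.177 with Dox. Without Dox an adjusted P of at most 0.05 was reached by 4 of the 6 when adjusted over the list alone and by 3 when adjusted over all genes, and by 3 and 2 of the 5. Of the 33 endothelial genes read from Fig. 3a, 1 was upregulated and 7 downregulated with Dox in HE, and 7 were upregulated and 5 downregulated in HE2. With adjusted P values of at most 0.05, 11 genes changed in HE and 19 in HE2 when adjusted over the list alone, and 10 and 18 when adjusted over all genes. The study showed the list for these arrays and its text does not say how it was chosen, so that the first numbers cannot be taken as independent evidence. From HE to HE2 the median log2 change of the list was -0.773 without Dox, with 7 genes upregulated and 7 downregulated, and 0.0667 with Dox, with 6 upregulated and 1 downregulated. The interaction term was significant for 5 of them, all higher in HE2, and its adjusted P was at most 0.05 for 10 adjusted over the list alone and for 4 adjusted over all genes. Among the 5 was Vwf, with a log2 change with Dox of -2.85 in HE (SE 0.281, adjusted P = 1.66e-06) and -0.93 in HE2 (SE 0.281, adjusted P = 0.0292) and an interaction term of 1.93 (SE 0.398, adjusted P = 0.0252). The fall in HE2 passed the threshold without induced HE2 array 3 (log2 change of Vwf with Dox in HE2 -1.22) and with the slide as a block (-1.05).

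**Figure D2:**
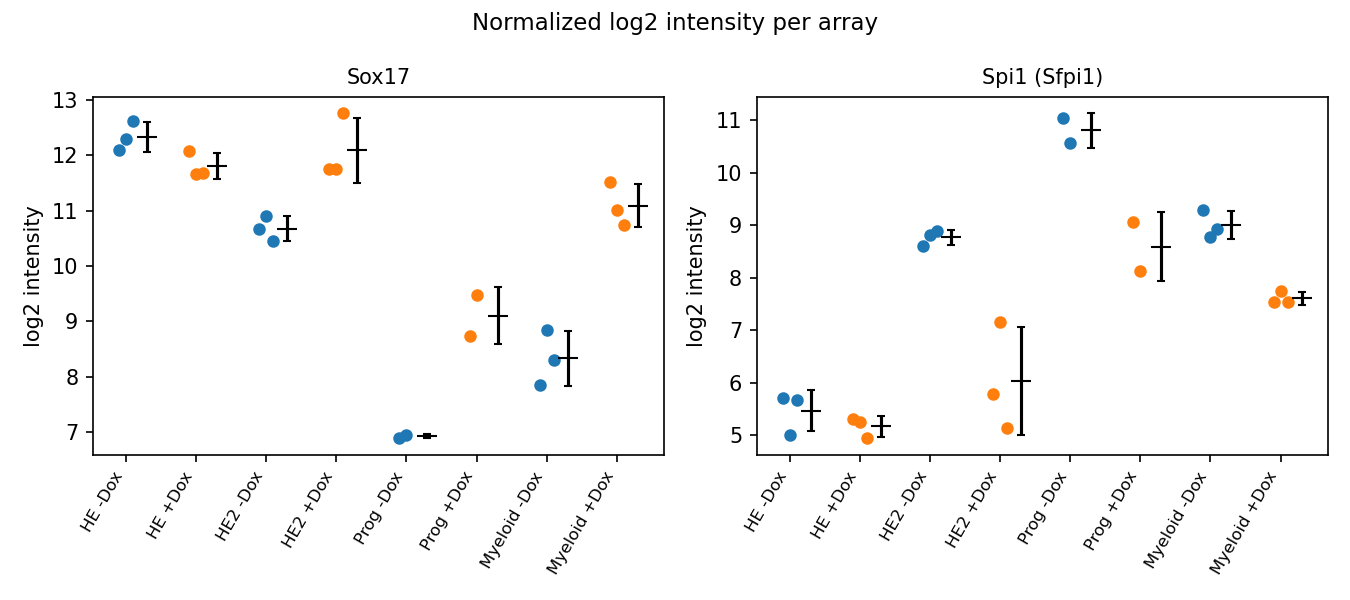
Normalized log2 intensity of Sox17 (left) and Spi1 (Sfpi1, right) on each array of HE, HE2, CD41+KIT+Tie2− progenitors (Prog) and myeloid progenitors (Myeloid), without Dox in blue and with Dox in orange, with the mean ± SD of each group in black. In HE2, Sox17 lies between 10.45 and 10.9 without Dox and between 11.75 and 12.77 with Dox, and Spi1 between 8.6 and 8.88 without Dox and between 5.137 and 7.159 with Dox.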

In essence, the entire transcriptional network of these developing cells is reprogrammed as multiple TF genes are being deregulated (Supplementary Fig. 3c,d)

To compare gene expression changes induced by RUNX1-ETO between early stages of haematopoietic specification and blood progenitors, we prepared RNA from purified KIT^+^CD41^+^ multipotent progenitor cells from the blast culture, seeded them in expansion medium supplemented with cytokines to generate committed myeloid progenitor cells (myeloid progenitors) and at the same time induced RUNX1-ETO for 12 h (Fig. 4a; Supplementary Fig. 4a). 

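For the myeloid progenitors, Dox at 0.1 μg per ml was added on day 2, when the cells were seeded in the expansion medium, and the cells were harvested on day 3 after 12 h of induction. There were 3 arrays of uninduced and 3 of induced myeloid progenitors, of which induced array 3 is called a biological replicate in its title and a technical replicate in its description and was used as replicate 3. All of them were on slide 3 and were scanned on the same day, apart from the HE and HE2 arrays. The deposited brightness of each spot was normalized and fitted together with the earlier stages as described for those. The share of spots well above background was 51.2 to 63.6% on uninduced arrays (median 57.5%) and 56.7 to 65.0% on induced arrays (median 64.2%). The change with Dox was measured within this slide. The log2 change of Runx1t1 was 2.06 (SE 0.335, adjusted P = 0.000309 from limma).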

We also prepared chromatin for chromatin immunoprecipitation (ChIP) assays (Fig. 4a). Expression array analysis from these cells shows 805 upregulated and 233 downregulated genes (Fig. 4b) displaying a gene expression pattern that is distinct to that of the earlier CD41^+^KIT^+^Tie2^−^ multipotent progenitors (Fig. 4c; Supplementary Fig.4b). 

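With Dox, 779 genes were upregulated and 180 downregulated in myeloid progenitors, with adjusted P values of up to 0.012. At an adjusted P of at most 0.001 the numbers were 520 and 79 and at a 2-fold change alone 1028 and 305, and without induced array 1 the number of downregulated genes was 116. The largest rises among genes whose induced and uninduced arrays did not overlap were those of Ptprr (log2 change 5.76, SE 0.265, adjusted P = 2.28e-10), Pnoc (5.63, SE 0.281, adjusted P = 4.42e-10) and Hdc (5.43, SE 0.428, adjusted P = 1.39e-07). Ptprr and Pnoc were not well above background on any uninduced array. Against the higher of the lowest signal well above background and its own signal, the rise of Ptprr was at least 51.1-fold. For Pnoc its own signal was the higher, so that the same comparison gave its fitted change of 49.7-fold, which carries the error of the fit. The largest falls were those of Hic1 (-2.81, SE 0.289, adjusted P = 2.71e-06), Siglecf (-2.26, SE 0.305, adjusted P = 4.65e-05) and Cgn (-2.24, SE 0.356, adjusted P = 0.000239). Myeloid and CD41+KIT+Tie2− progenitors shared 259 upregulated genes, against 23.7 by chance, and 36 downregulated genes, against 1.26 by chance. On the first principal component of the arrays, uninduced myeloid progenitors lay at 103.9 ± 4.49 and induced ones at 66.4 ± 5.03 (SD, n = 3 each), and CD41+KIT+Tie2− progenitors at 29.7 ± 2.43 without and 22.3 ± 16.8 with Dox (SD, n = 2 each). The additional array of uninduced CD41+KIT+Tie2− progenitors, which was on the slide of the myeloid progenitors, lay at 48.6, that is at 25.5% of the way between the uninduced groups.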

We recently measured the transcriptional response of short interfering RNA-mediated RUNX1-ETO depletion in human t(8;21) cells^6^. The comparison of these changes using Gene Set Enrichment Analysis (GSEA) demonstrates that there is a strong inverse correlation between the gene expression changes after induction of RUNX1-ETO and after depletion (Supplementary Fig. 4c). However, the pattern of gene expression changes after RUNX1-ETO induction in committed myeloid progenitors differs from that observed at earlier stages (Fig. 4d,e; Supplementary Fig. 4c,d) and at the myeloid progenitor stage (Supplementary Fig. 4e). 

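The response to Dox differed between HE and myeloid progenitors by the interaction term for 716 genes (adjusted P up to 0.0206 from limma), of which 448 had the higher and 268 the lower change in myeloid progenitors. With the slide as a block 653 of these genes remained, and 686 remained in a joint fit after normalization of the myeloid arrays apart from the earlier stages. The block does not separate slide and cell type, since all myeloid arrays were on slide 3 and all HE arrays on slides 1 and 2. As many genes were called in 1 of 100 drawn splits of the arrays, which was the real one. The number depended most on the threshold, with 189 genes at an adjusted P of at most 0.001 and 1788 at a 2-fold change alone. Across all expressed genes, which are not independent replicates, the correlation of the log2 changes was 0.418 between HE and myeloid progenitors.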

Only 9.1% of the genes downregulated in the HE and 32.6% of those upregulated also change expression in myeloid progenitors (Fig. 4e). This result indicates that the transcriptional networks of the two cell types respond differently to RUNX1-ETO induction.

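Of the 715 genes upregulated with Dox in HE, 242 (33.8%, exact Clopper-Pearson 95% confidence interval 30.4 to 37.4%, for the counting of genes only) were also upregulated in myeloid progenitors, against 36.5 by chance. Of the 363 downregulated genes, 33 (9.09%, interval 6.34 to 12.5%) were also downregulated, against 4.29 by chance. In the opposite direction, 6 genes upregulated in HE were downregulated and 9 genes downregulated in HE were upregulated. The share of downregulated genes fell to 4.94% and that of upregulated genes to 28.3% without induced myeloid progenitor array 1. A gene past the threshold in HE alone need not differ between the cell types. Of the 473 genes upregulated in HE and not in myeloid progenitors, the interaction term was significant for 163, and of the 330 downregulated in HE alone, for 138. The term contains the change in HE on which these genes were selected, so that the selection may raise these numbers. The genes upregulated in HE had a median log2 change of 1.64 in HE and 0.75 in myeloid progenitors, where 84.9% went in the same direction, and the downregulated genes had medians of -1.47 and -0.34, where 67.5% went in the same direction. From the shares of genes that change in both cell types, the paper concludes that the transcriptional networks of HE and myeloid progenitors respond differently to RUNX1-ETO.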

### RUNX1-ETO binds to a core set of HE and progenitor genes

One reason for the differential response of haemogenic endothelial cells and myeloid progenitor cells could be that RUNX1-ETO binds to different target sites. To this end, we determined the binding sites for RUNX1-ETO by ChIP using an antibody against its HA-tag at three different stages: HE, CD41^+^KIT^+^Tie2^−^progenitors induced at day 2 (Supplementary Fig. 5a,b) and from the myeloid progenitors grown in expansion medium, each of which was induced for 12 h. Analysis of the ChIP data shows that RUNX1-ETO binds to several thousand sites in each cell type (Supplementary Fig. 5c, with examples shown in Fig. 5a). The comparison between the binding sites (Fig. 5b,c) reveals that there is a significant similarity (73% overlap) between the binding patterns of HE and CD41^+^KIT^+^Tie2^−^progenitors, whereas only 42% of HE peaks coincide with those from cultured myeloid progenitors, reflecting the differences in gene expression profiles (Fig. 4c,d,e). However, there is a core of >5,000 peaks that is shared between all data sets. Interestingly, when we assign binding sites to specific genes by matching them to the nearest promoter, the overlap at the gene level is significantly higher (Fig. 5d). This result indicates that RUNX1-ETO targets similar genomic neighbourhoods in all three analysed cell types.

In human t(8;21) cells, RUNX1-ETO forms a complex with E-Twenty-Six (ETS) factors (FLI-1 and ERG) and E-Box-binding proteins (SCL/TAL1, LYL and HEB)^7^,^26^,^27^. To examine whether this was also the case in the HE and in CD41^+^KIT^+^Tie2^−^progenitors, we conducted an unbiased search for enriched DNA sequence motifs at distal RUNX1-ETO-binding sites shared between HE and CD41^+^KIT^+^Tie2^−^progenitors (9,830 peaks; Fig. 5b) and all three populations (5,264 peaks; Fig. 5b) and confirmed that here RUNX1-ETO peaks are also enriched for binding motifs for these three factors (Supplementary Fig. 5d).

Changes in gene expression can be caused by direct RUNX1-ETO binding or indirectly. We, therefore, integrated the ChIP-sequencing (ChIP-seq) data from HE and myeloid progenitors with the global expression data from both populations. This analysis demonstrates that (i) about 50% of RUNX1-ETO-responsive genes are direct targets and (ii) that expression of only a minority of genes bound by RUNX1-ETO is influenced by RUNX1-ETO binding (Fig. 6a). However, similar to the global comparison of gene expression (Fig. 4c,d,e), and in spite of the strong similarity of RUNX1-ETO-associated genes (Fig. 5a,d) there is a striking difference in the response of RUNX1-ETO-target genes to RUNX1-ETO induction (Fig. 6b). This difference is also reflected in the pathways affected by RUNX1-ETO induction (Supplementary Fig. 6a–d). RUNX1-ETO-target genes upregulated in the HE (Fig. 6a) are involved in focal and cell adhesion, metabolism and MAP kinase (MAPK) signalling, indicative of the block of the EHT; downregulated genes (Fig. 6b) affect various other signalling pathways such as chemokine and cytokine genes (Supplementary Data 3). 

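In myeloid progenitors, Erg rose with Dox from a log2 intensity of 7.30 ± 0.32 to 9.39 ± 0.322 (SD, n = 3 each), a log2 change of 2.09 (SE 0.31, adjusted P = 0.000154 from limma). Fli1 rose from 12.89 ± 0.0583 to 14.17 ± 0.264 (SD, n = 3 each), a log2 change of 1.28 (SE 0.195, adjusted P = 0.000154). Meis1 rose from 12.52 ± 0.195 to 13.59 ± 0.288 (SD, n = 3 each), a log2 change of 1.07 (SE 0.307, adjusted P = 0.025), whose unadjusted P was above that set for a change. The gene for the Notch ligand Jag1 rose from 7.77 ± 0.261 to 9.16 ± 0.0451 (SD, n = 3 each), a log2 change of 1.38 (SE 0.281, adjusted P = 0.00225), and did not reach the P value set for a change without uninduced array 1 (log2 change of Jag1 with Dox in myeloid progenitors 1.23). For each of the 4 genes, every induced array was brighter than every uninduced one, which chance gives, in either direction, for 10% of genes with 3 arrays against 3. An adjusted P of at most 0.05 was reached by all 4 genes when adjusted over the list alone and by 4 when adjusted over all genes. The study named these genes from the same arrays, so that the first number is not independent evidence. With the slide as a block, Meis1 passed the threshold (log2 change of Meis1 with Dox in myeloid progenitors 1.07).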

In progenitors, RUNX1-ETO induction upregulates a large number of TF genes characteristic for the stem cell stage, such as *Erg*, *Fli1* and *Meis1*, but also genes encoding for signalling molecules such as the Notch ligand *Jag1*, which plays a role in early haematopoietic specification^28^ (Supplementary Fig. 6c). 

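In the same cells, Spi1, which encodes PU.1, was 9.00 ± 0.264 on the log2 scale without and 7.61 ± 0.122 with Dox (SD, n = 3 each), a log2 change of -1.39 (SE 0.366, adjusted P = 0.015 from limma). Cebpb was 12.44 ± 0.0736 without and 11.08 ± 0.361 with Dox (SD, n = 3 each), a log2 change of -1.36 (SE 0.429, adjusted P = 0.0414). The unadjusted P of both was above that set for a change. Cebpa was 7.89 ± 0.0886 without and 7.37 ± 0.0766 with Dox (SD, n = 3 each), a log2 change of -0.52 (SE 0.401, adjusted P = 0.491), which was not significant with the spread that limma estimates from all stages. Of the 3 genes, 2 had an adjusted P of at most 0.05 when adjusted over the list alone and 2 when adjusted over all genes, and the study named them from these arrays, so that the first number is not independent evidence. With the myeloid progenitor arrays normalized and fitted apart from the other stages, Spi1 and Cebpb passed the threshold (log2 change of Spi1 with Dox in myeloid progenitors -1.35 and log2 change of Cebpb with Dox in myeloid progenitors -1.29).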

Downregulated-target genes involve numerous genes involved in cell signalling as well as the gene encoding the myeloid master regulator PU.1 (*Sfpi1*) and members of the C/EBP family of TFs such as *Cebpb/Cebpa* all of which are important for myelopoiesis^29^,^30^,^31^,^32^ (Supplementary Fig. 6c), explaining enhanced cell renewal in progenitor cells and the block in myeloid differentiation. Recently, a mouse model of t(8;21) was developed that recapitulated the different steps in leukaemogenesis from the pre-leukaemic to the leukaemic stage^33^. The comparison of the gene expression profiles of our ES cell-derived cells and primary murine early pre-leukaemic progenitors shows a high level of concordance of gene expression changes in RUNX1-ETO-expressing cells (Supplementary Fig. 6e), thus validating our *in vitro* differentiation model.

RUNX1-ETO binding is mostly associated with gene repression^7^. We, therefore, analysed how the binding of RUNX1-ETO to its targets affects the kinetics of upregulation and downregulation of genes during the EHT. To this end, we clustered RUNX1-ETO targets according to their expression behaviour with and without induction (Fig. 6c). This analysis reveals that RUNX1-ETO binding affects many, but not all differentially expressed target genes in the same way, indicating that the impact of its expression is not solely repressive. 

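Supplementary Data 3 assigns target genes to groups by 2 digits, the first for the change from HE to HE2 without and the second with Dox, where 1 is up, 0 down and 2 unchanged. By the paper's own log2 changes in that table, digits 1 and 0 stand for changes of at least 0.95 in groups 02 and 12, 0.953 in group 20 and 0.968 in group 21, and for smaller ones in groups 00 and 11, from 0.659 without and 0.652 with Dox and from 0.671 and 0.675. Unchanged stands for changes with Dox of up to 0.645 in group 02 and 0.643 in group 12, so that the digits do not follow the threshold used here. These groups were made by the study from the same arrays, so that their medians describe the groups and test nothing. Of group 00, all 189 genes were found among the expressed genes, with a median log2 change of -1.24 without and -1.04 with Dox, and 85 passed the threshold without and 54 with Dox. The interaction term in limma's fit passed it for 0 of them, and 14 had an unadjusted P under 0.05. In group 11, 128 of 130 genes were found, with medians of 1.73 without and 1.46 with Dox, and the term was significant for 4. In group 20, 75 of 76 genes were found, with medians of -0.418 without and -1.29 with Dox and a significant term for 5. In group 21, 42 of 44 genes were found, with medians of 0.17 without and 1.26 with Dox and a significant term for 8. With each array left out in turn, the median without Dox ranged from -0.527 to -0.208 in group 20. In group 21 it ranged from 0.0975 to 0.275.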

While a number of genes do not change their expression kinetics including a large group of genes involved in heart and muscle development, several groups of genes are not upregulated or not downregulated. The former (77 genes, group 12) contains genes associated with haematopoietic differentiation, and the latter (group 02) contains 224 genes that associate with blood vessel and vasculature development, thus identifying the core network of HE genes affected by RUNX1-ETO binding.

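Of group 12, 76 of 77 genes were found among the expressed genes. Their median log2 change from HE to HE2 was 1.46 without Dox, with 35 genes past the threshold, and 0.332 with Dox, with 1 gene past it. The interaction term was significant for 7 of the 76. Not every gene of this group had the paper's change here. Sod1 changed by 0.0524 without Dox, whereas the paper's own changes in this group are at least 0.95, and the cause was not tested. Of group 02, 219 of 224 genes were found, with a median of -1.25 without Dox, where 138 genes passed the threshold, and of -0.295 with Dox, where 0 did in limma's fit and 30 had an unadjusted P under 0.05. The interaction term was significant for 23 of the 219. The change with Dox was smaller than that without for all 219 genes of group 02 and for 68 of the 76 genes of group 12, as the groups were selected on these changes. Scaling of the signal as processed by Feature Extraction to the 75th percentile gave medians of group 12 of 1.77 without and 0.464 with Dox, and without uninduced HE array 3 the median without Dox was 1.12.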

In summary, these data show that the global transcriptional response to RUNX1-ETO induction is dictated not by the nature of its target genes, but by the target cell type and its transcriptional network.

### RUNX1-ETO interferes with RUNX1 binding

In the absence of RUNX1, cells are blocked at the HE stage, but most factors specifying haematopoietic cells such as SCL/TAL1 and FLI1 are already expressed and bind to their target genes^17^. Moreover, although expressed at a low level in the HE, RUNX1 already interacts with specific targets^16^,^24^. High levels of RUNX1 are required to induce myeloid differentiation genes such as *Cebpa, Sfpi1* and *Irf8*. This suggests that the crucial differences in the transcriptional networks of HE and progenitor cells are caused by differential levels of RUNX1 and that RUNX1-ETO could directly interfere with RUNX1 binding to its targets. Using an short interfering RNA approach in human t(8;21) cells, we showed that RUNX1-ETO binds to a subset of RUNX1 sites and is replaced by RUNX1 once it has been depleted^7^. To test whether RUNX1-ETO can displace pre-existing RUNX1 complexes, we determined RUNX1 binding in cultured myeloid progenitor cells before and after RUNX1-ETO induction. As in human cells, RUNX1-ETO and RUNX1 share at least 65% of their binding sites (Fig. 7a, with examples shown in Fig. 7b) but RUNX1 also binds to specific sequences on its own. The induction of RUNX1-ETO causes a general reduction in RUNX1 binding (Fig. 7b,c; Supplementary Fig. 7a; with examples shown in Fig. 7b) without a concomitant reduction in the RUNX1 protein levels (Fig. 1b). RUNX1-ETO is in direct competition with RUNX1 at shared binding sites as RUNX1 binding is reduced after RUNX1-ETO induction (Fig. 7a,b,c; Supplementary Fig. 7b). In human progenitor cells, RUNX1 associates with other factors, predominantly C/EBPα^7^. To test why RUNX1-only sites are also lost after induction, we determined the motif composition and density of other motifs within RUNX1 ChIP peaks. We found a significant enrichment of ETS and GATA motifs but now also C/EBP motifs (Supplementary Fig.7c). In RUNX1-only sites, C/EBP motifs co-localize with RUNX motifs within the peaks (Supplementary Fig.7d). Sites bound by both RUNX1-ETO and RUNX1 co-localize with ETS and to a lesser extent with C/EBP motifs (Supplementary Fig.7e). Co-localization of RUNX, ETS and C/EBP but not GATA motifs in RUNX1-only peaks is significant as shown by bootstrapping analysis (Supplementary Fig.7f), suggesting that the reduction of RUNX1 binding was associated with the downregulation of C/EBP and ETS (most likely PU.1) proteins.

We recently used an ES cell differentiation system carrying an inducible version of RUNX1 in a *RUNX1*^−/−^ genetic background to show that the induction of RUNX1 leads to a shift in TF binding towards the new RUNX1-binding sites^17^. It is well established that besides its role as transcriptional activator, RUNX1 can also act as a transcriptional repressor^34^. Figure7d demonstrates a strong inverse correlation between the gene expression changes caused by the induction of RUNX1-ETO and those induced by RUNX1 in the HE. This was true for both upregulated and downregulated genes.

Taken together, our data demonstrate that RUNX1-ETO directly competes with RUNX1 binding at a subset of target sites both in the HE and in progenitor cells. In addition, RUNX1-ETO induction alters the transcriptional network of myeloid progenitors, and thus affects the cooperative binding of RUNX1 with other factors. It, thus, interferes with both aspects of RUNX1 function, gene activation and gene repression.

## Discussion

In this study, we addressed at the systems level the question of how a single oncogenic TF can exert different effects depending on the cell type in which it is expressed (Fig. 8). After induction in the HE and in progenitor cells, RUNX1-ETO binds to a similar set of genes. When expressed in the HE (Fig. 8a), RUNX1-ETO interferes with the effects of RUNX1 upregulation and the EHT is impaired as cells are unable to upregulate haematopoietic differentiation genes and downregulate the endothelial gene expression program. However, deregulation goes beyond the direct target genes. 

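Genes of 24 TF families were picked by their symbols, of which 244 were expressed. With Dox, 36 of them (14.8%) changed in HE, with 20 up and 16 down, compared with 7.07% of all expressed genes (Fisher's exact test, two-sided, P = 2.33e-05, Benjamini-Hochberg adjusted over 16 comparisons 6.21e-05). In HE2, 41 (16.8%) changed, compared with 7.16% of all genes (adjusted P = 1.04e-06 from Fisher's exact test). In CD41+KIT+Tie2− progenitors 17 (6.97%) changed, compared with 3.74% (adjusted P = 0.0304 from Fisher's exact test), and in myeloid progenitors 35 (14.3%), with 33 up and 2 down, compared with 6.29% (adjusted P = 1.93e-05 from Fisher's exact test). Genes are not independent replicates, so that these P values describe the lists. From HE to HE2, 36 of the 244 genes changed without Dox (15 up and 21 down) and 17 with Dox (12 up and 5 down).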

Multiple TF genes and genes regulating focal adhesion are deregulated, which is likely to account for the inability of these cells to undergo the morphological changes occurring through the EHT. In haematopoietic progenitors (Fig. 8b), RUNX1-ETO shifts cells to a more stem cell-like state and delays myeloid differentiation by rapidly downregulating myeloid differentiation genes with a concomitant upregulation of normally downregulated stem cell genes, such as *Erg*. The latter phenomenon lends weight to the idea that the upregulation of myeloid regulators such as C/EBPα could negatively feed back to stem cell genes as demonstrated for *SOX4* (ref. 35). In addition, induced cells upregulate multiple genes encoding signal transduction molecules, including multiple MAPK genes and show signs of chronic signalling by displaying an increase in expression of the MAPK inducible TF genes *Fos, Fosb* and *JunD*. 

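Of 37 expressed genes of the MAP kinase family, picked by their symbols, 5 changed with Dox in myeloid progenitors, all of them up (13.5% compared with 6.29% of all expressed genes, Fisher's exact test, two-sided, P = 0.0802, adjusted 0.143). In HE 4 changed, with 3 up and 1 down (10.8% compared with 7.07%, Fisher's exact test, P = 0.33, adjusted 0.528). In HE2, 2 changed (5.41%), and in CD41+KIT+Tie2− progenitors 1 (2.7%), with an adjusted P of 1 for both from Fisher's exact test. None of Fos, Fosb and Jund passed the threshold in limma's fit at any stage. An adjusted P of at most 0.05 was reached by 2 of the 3 in HE, 2 in HE2, 1 in myeloid progenitors and 0 in CD41+KIT+Tie2− progenitors when adjusted over the list alone, and by 1 in HE2 and 0 at the other stages when adjusted over all genes. The study named these genes from the same arrays, so that the first numbers are not independent evidence. In myeloid progenitors the log2 change was 0.23 for Fos (SE 0.678, adjusted P = 0.915 from limma), 0.57 for Fosb (SE 0.991, adjusted P = 0.828) and 0.82 for Jund (SE 0.296, adjusted P = 0.0787). Without induced array 2 the log2 change of Fos with Dox in myeloid progenitors was -0.84 and the log2 change of Fosb with Dox in myeloid progenitors was -0.95, and without uninduced array 1 that of Fos was -0.23. In HE it was 1.83 for Fos (SE 0.678, adjusted P = 0.0803), 2.35 for Fosb (SE 0.991, adjusted P = 0.132) and 0.44 for Jund (SE 0.331, adjusted P = 0.462). In HE2 it was 2.44 for Fos (SE 0.678, adjusted P = 0.0179), 2.69 for Fosb (SE 0.991, adjusted P = 0.0722) and 0.61 for Jund (SE 0.296, adjusted P = 0.186). With the early stages normalized and fitted apart from the myeloid progenitors, Fos passed the threshold in HE (log2 change of Fos with Dox in HE 1.87), and both Fos (log2 change of Fos with Dox in HE2 2.50) and Fosb (log2 change of Fosb with Dox in HE2 2.75) did in HE2.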

RUNX1-ETO cannot cause leukaemia on its own but requires secondary mutations, mostly in growth factor receptor genes^13^,^36^,^37^. Our data demonstrate that RUNX1-ETO already activates growth-stimulating signals. Together with the downregulation of differentiation driving TFs, this may account for the partial block in differentiation and enhanced self-renewal.

We show that RUNX1-ETO directly interferes with RUNX1 function at both developmental stages and can disrupt previously existing RUNX1 complexes. However, while RUNX1-ETO acts as a repressor, its effect on gene expression within the transcriptional network is both positive and negative. At each responsive gene, the disruption of RUNX1-containing complexes occurs by both direct and indirect mechanisms involving other TF families. In the HE, RUNX1-ETO induction is likely to interfere with RUNX1 binding as upregulation of direct RUNX1-target genes is abolished. In myeloid progenitor cells, RUNX1-ETO induction leads to a reduction of pre-existing RUNX1 complexes at shared binding sites by direct competition but it also reduces binding at RUNX1-only sites. The reason for the latter is most likely the RUNX1-ETO-mediated downregulation of PU.1 and C/EBPα. This idea is supported by our finding that such sites are enriched for motifs for C/EBP family members, but also by our previous studies, which examined the dynamics of TF binding after RUNX1-ETO knockdown^7^. RUNX1-ETO depletion causes the upregulation of C/EBPα, which then cooperates with RUNX1 and PU.1 to bind to thousands of new binding sites and to drive myeloid differentiation. Our data suggest that such complexes fall apart after the RUNX1-ETO-mediated downregulation of myeloid regulators.

The data described here are relevant for leukaemogenesis in general as they shed light on the prerequisites dictating target cell specificity of oncogene action. Our data provide a first insight into why the successful conversion into a pre-leukaemic state occurs at a haematopoietic progenitor stage where cells are capable of activating a self-renewal program and not at the endothelial stage. They also demonstrate that the specific interaction of an aberrant oncogenic TF with the transcriptional network of their target cells is the decisive factor for whether a cell starts on the path to malignancy or not. It will be important to understand the fine details of how oncogenic factors reprogram a core set of target genes and activate self-renewal programs as this will highlight ways of therapeutic intervention.

## Methods

### Construction of the p2lox AE-targeting vector

The HA-tagged RUNX1-ETO and RUNX1/ETO9a fragments from plasmid MigR1 AE (a gift from Christian Wichmann) were cloned into the p2lox-targeting vectors (a gift from Michael Kyba, University of Minnesota).

### Electroporation of ES cells

Approximately 2.5–3.0 × 10^6^ A2lox ES cells (a gift from Michael Kyba) grown on mouse embryonic fibroblasts were harvested by trypsinization, washed with 25 ml PBS (Sigma D8537), resuspended in 125 μl PBS and mixed with 20 μg of each p2lox AE-targeting vector and Cre-expressing plasmid at 240 V, 7 ms settings on a EPI 2500 electroporator (Fischer). Immediately after electroporation, 1 ml ES cell medium with leukaemia inhibitory factor (LIF) was added to the cells, they were plated on feeder cells on a 6-cm Corning dish and were grown for 24 h without selection. ES cell medium was then supplemented with G418 (300 μg per ml) and cells were grown for 5–7 days, changing the medium every day. Individual colonies were picked and expanded on mouse embryonic fibroblasts. The clones were frozen in foetal calf serum with 10% dimethylsulphoxide and stored in liquid nitrogen.

### ES cell culture

ES cells were grown on a layer of feeder cells in DMEM-ES (Sigma D6546) medium supplemented with 15% FCS, 1 mM sodium pyruvate, 1 mM glutamine, 100 units per ml penicillin and 100 μg ml^−1^ streptomycin, 0.15 mM MTG, 25 mM HEPES buffer, 1 × non-essential amino acids (Sigma) and 10^3^ units per ml LIF (ESGRO mLIF, Millipore ESG1107). Medium was changed every day. Before *in vitro* differentiation (IVD), the cells were grown without feeder cells for two passages and the medium used for the last passage was IMDM-ES (Sigma I3390).

### *In vitro* haematopoietic differentiation

ES cells were differentiated into embryoid bodies (EBs)^18^. Briefly, 1 × 10^6^ ES cells previously grown on feeder cells were plated on a gelatinised 10-cm Corning dish in DMEM medium with LIF. The next day the medium was replaced with IMDM-ES and LIF and grown for another day. For *in vitro* differentiation (IVD), cells were harvested and seeded in an *in vitro* differentiation medium in 15-cm Sterilin bacterial plates (Thermo Scientific) at a density of 2.5 × 10^4^ cells per ml. The plates were incubated for 3.75 days during which time cells formed EBs. EBs were harvested and the cells were dispersed by treating the EBs with TrypLE Express (12605–028) and pipetting the cells in and out with a Pasteur pipette (FisherBrand 1346–9108). The cells were passed through a 70-μm cell strainer (Falcon, Cat. No. 352350) and counted. Cells were washed with PBS and resuspended in IMDM with 20% FCS (1 ml per 10^7^ cells). The cells were incubated with biotinylated Flk1 antibody (eBioscience 13-5821-85), 5 μl per 10^7^ cells, and incubated on ice for 15 min. After washing the cells twice with PBS, the cells were incubated with 20 μl of anti-biotin microbeads (Miltenyi Biotec: 130-090-485) per 10^7^ cells for 15 min. The cells were washed with PBS and then loaded onto a MACS column (130-042-401). The column was washed with 9 ml MACS separation buffer (made by diluting MACS BSA stock solution—Miltenyi Biotec 130-091-376—with PBS to a final BSA concentration of 0.5%) and the cells were eluted as per the manufacturer’s instructions. The cells were counted and plated in 15-cm Corning dishes at a density of 10^4^ per ml in blast culture medium (IMDM supplemented with 10% FCS, 100 units per ml penicillin and 100 μg ml^−1^ streptomycin, 1 mM glutamine, 0.45 mM MTG, 0.18 mg ml^−1^ Human transferrin (Roche 10652202001) 25 μg ml^−1^ ascorbic acid, 20% D4T conditioned media, 5 μg l^−1^ recombinant mouse Vascular Endothelial Growth Factor (Peprotech: 450-32), 10 μg l^−1^ mIL-6 (Peprotech: 216–16).

### Flow cytometry analysis of cells from blast cultures

Supernatants of blast culture contain floating progenitor cells. FACS was, therefore, performed on suspension and attached cells. After pelleting the cells, they were stained with a 1:100 dilution of anti-mouse CD202b (TIE2) phycoerythrin (eBioscience: 12-5987-81), 1:50 dilution of allophycocyanin conjugated rat anti-mouse CD117 Clone 2B8 (RUO) (BD Pharmingen: 553356) and 1:100 dilution of anti-Mouse CD41 phycoerythrin-cyanine7 (eBioscience: 25-0411-82) antibodies for 15 min. Labelled cells were washed with MACS separation buffer and run through a Cyan ADP flow cytometer and were analysed using Summit 4.3 or FlowJo programs. The marker profiles for different cell population are as follows: HE (KIT+, Tie2+ and CD41−), HE2 (KIT +, Tie2+ and CD41+) and CD41 progenitors (KIT+, Tie2− and CD41+).

### Western blotting

For western blots, protein samples were run on a 4–20% gradient polyacrylamide gel (Biorad 456-8093) and transferred to a nitrocellulose membrane. The membrane was blocked in 5% milk in Tris Buffered Saline (TBS) for 1 h at room temperature. The blots were hybridized with primary antibody overnight at 4 °C and washed with TBS Tween (TBST), four times, 5 min each. The blots were then incubated with an appropriate horseradish peroxidase-conjugated secondary antibody (1:20,000) for 1 h at room temperature followed by four washes with TBST 5 min each. The blot was developed using the chemiluminescent reagent (SuperSignal West Pico Chemiluminescent substrate, Thermo scientific 34080). The primary antibodies and dilutions used in this study were anti-AML1 (Cell Signalling Technology #4334, 1:1,000), anti-Runx1/AML1 (Abcam ab23980, 1:3,000) and anti-GAPDH (Cell Signaling Technology 14C10, 1:20,000).

Uncropped images of all blots can be found in the Supplementary Information (Supplementary Fig. 8)

### Progenitor expansion

Floating progenitors from day 2 or day 3 blast culture were seeded in progenitor expansion media at a density of 1 × 10^6^ cells per ml. The progenitor expansion medium was prepared by supplementing IMDM with 10% horse serum, 100 units per ml each penicillin, streptomycin, 1 mM glutamine, stem cell factor (20 ng ml^−1^), Flt3 ligand (10 ng ml^−1^) and thrombopoietin (25 ng ml^−1^).

### Replating assay

For the replating assay, the cells were cultured in methylcellulose MethoCult (StemCell technologies M3134) supplemented with interleukin-3, interleukin-6, granulocyte–macrophage colony-stimulating factor (all 10 ng ml^−1^) and stem cell factor (100 ng ml^−1^). Cells (0.5–1 × 10^4^) were seeded per plate and incubated for 7–8 days. The cells were harvested by adding PBS to the plates and replated. The EBs were harvested by centrifugation and dissociated with trypsin. Cells were then washed in PBS and 10,000 were plated in triplicate.

### mRNA expression analysis

Complementary DNA was prepared from the mRNAs using MMLV-RT (Promega M170A) as per the manufacturers’ recommendations. Real-time PCR was performed with SYBR Green PCR master mix (Life technologies, 4309155) in an ABI Stepone qPCR or 7900HT machine. PCR primers can be found in Supplementary Table 1.

### Microarray and data analysis

For RNA extraction, the cell pellet was resuspended in 800 μl Trizol and stored at −80 °C until used. Before isolation, Trizol was thawed and 200 μl chloroform was added to the Trizol. The cells were vortexed and pelleted. The aqueous phase was collected and an equal volume of isopropanol was added and mixed. The mixture was loaded onto a RNeasy Minelute column (Qiagen, 74204) and purified as per the manufacturer’s instructions. RNA concentration was determined by a nanodrop and its integrity checked using an Agilent Bioanalyzer. The microarrays used were Agilent SurePrint G3 Mouse 8X60K microarrays (catalogue number: G4852A-028005).

### Chromatin immunoprecipitation

For ChIP, the cells were fixed with 1% formaldehyde (Thermo Scientific, 28906) for 10 min at room temperature. Then it was quenched with 1/10th volume of 2 M glycine for 5 min followed by two washes with PBS. The PBS was completely removed and the pellet was stored at −80 °C till used. All the solutions used in ChIP (except the wash and elution buffers) contained 1 × Halt protease inhibitor cocktail (Thermo Scientific 87786). Before ChIP, the cells were thawed on ice and resuspended in ice-cold Buffer A (10 mM HEPES, pH 8.0, 1 mM EDTA pH 8.0, 0.5 mM EGTA, pH 8.0, 0.25% TritonX-100). The cells were shaken for 10 min at room temperature and pelleted at 500 g for 10 min. The supernatant was decanted, pellet was resuspended in ice-cold buffer B (10 mM HEPES, pH 8.0, 200 mM NaCl, 1 mM EDTA pH 8.0, 0.5 mM EGTA, pH 8.0, 0.01% TritonX-100) and incubated at room temperature for 10 min. After pelleting, the cells were resuspended in ChIP buffer 1 (150 μl for 2 million cells, 25 mM Tris pH 8.0, 150 mM NaCl, 2 mM EDTA pH 8.0, 1% TritonX-100 and 0.25% SDS), and sonicated for 20–25 cycles (30 s on and 30 s off). Two volumes of ice-cold ChIP dilution buffer II (25 mM Tris pH 8.0, 150 mM NaCl, 2 mM EDTA pH 8.0, 1% TritonX-100, 7.5% glycerol) was added to the tube and centrifuged for 10 min. The supernatant was collected without disturbing the pellet. About 5% of the chromatin was stored in a separate tube for input. Antibody-coated Dynabeads (Invitrogen) were prepared as per the manufacturer’s instructions by incubating the beads overnight with the antibody. Before mixing with the sonicated chromatin, the antibody was removed and the beads were washed twice with PBS. The sonicated chromatin was added to the beads and rotated at 25 r.p.m. at 4 °C for 2–3 h. After incubation, the beads were separated from the chromatin suspension by keeping the tubes on a magnetic stand and the supernatant was removed. The beads were washed once with ice-cold low salt buffer (20 mM Tris pH 8.0, 150 mM NaCl, 2 mM EDTA pH 8.0, 1% TritonX-100, 0.1% SDS), twice with high salt buffer (20 mM Tris pH 8.0, 500 mM NaCl, 2 mM EDTA pH 8.0, 1% TritonX-100, 0.1% SDS), twice with LiCl buffer (10 mM Tris pH 8.0, 250 mM lithium chloride, 1 mM EDTA pH 8.0, 0.5% NP40, 0.5% sodium-deoxycholate) and once with TE-NaCl buffer (TE pH 8.0 containing 50 mM sodium chloride). All the washes were done by rotating the tubes for 5-10 min at room temperature with cold wash solutions. The chromatin was eluted twice from the beads using 2 × 50 μl elution buffer (100 mM NaHCO_3_, 1% SDS) and shaking at 1,500 r.p.m. for 15 min at room temperature. After adding 4 μl 5 M sodium chloride and proteinase K, the pooled eluate was incubated at 65 °C overnight to reverse the crosslinks. The DNA was recovered by adding 1.8 volumes of Ampure beads (Beckman Coulter A63881). The beads were washed twice with 80% ethanol and the chromatin immunoprecipitated DNA was eluted from the Ampure beads in 0.1 × TE. ChIP quantitative PCR primer sequences can be found in Supplementary Table 2.

### Library preparation

Library preparation was performed using the TruSeq ChIP sample prep kit (Illumina 15034288), with minor modifications. The size of the DNA fragments excised from gel after PCR, varied from 200 to 700 bp. Libraries were validated by doing quantitative PCR for positive and negative control regions and libraries with no or very low signals from negative controls were chosen for sequencing. The DNA quality assessed by running 1 μl of the library on an Agilent Technologies 2,100 Bioanalyser and the library concentration was determined by library quantification kit (Kapa Biosystems, Illumina KK4835). The libraries were pooled and subjected to massively parallel DNA sequencing on an Illumina Genome Analyzer.

### Data analysis

The microarray gene expression scanned images were analysed with Feature Extraction Software 10.7.1.1 (Agilent; protocol GE1_107_Sep09, Grid: 028005_D_F_20100614 and platform Agilent SurePrint G3 Mouse GE 8x60K). The raw data output by Feature Extraction Software was analysed using the LIMMA R package^38^ with quantile normalization and background correction using the normexp method^39^ and an offset value of 16. Contrast matrix, lmFit and eBays function were used and a *P* value cut-off ≤0.001 was applied. Only genes with a minimum log2 intensity value equal to or >6.5 in at least one array were selected as expressed genes. Genes that changed expression at least twofold up or down with respect to ±Dox or genes that changed expression at least twofold up or down through differentiation from HE cells progressing to progenitor cells were considered as differentially expressed.

The principal component analysis was carried out on the RNA level values of the probe set intensity within each experiment and was calculated using ‘prcomp’ function implemented in R (R Core Team, 2013) and the scatterplot3d R package was used for the principal component analysis three-dimensions plots.

Pearson’s correlation coefficients were calculated between samples using log2 of the gene signal intensity. A correlation matrix was generated and Pearson correlation coefficients are displayed after hierarchical clustering as a heat map (Fig. 4b).

Clustering of gene expression was carried out on signal intensity and on fold changes for all differentially expressed genes associated with at least a twofold change. Hierarchical clustering was used with Euclidean distance and average linkage clustering. Heat maps were generated using Mev from TM4 microarray software suite^40^. We then grouped gene expression fold changes according to patterns of expression throughout differentiation (Supplementary Fig. 3a). We identified 27 groups of expression patterns, the codes of 12 changing patterns that hold more than a minimum of 30 genes were displayed as a heat map (Supplementary Fig. 3a), where 1 denotes upregulated, 0 is downregulated and 2 for genes that are invariant and whose expression was unchanged. Fold changes of each of the 12 patterns individually were box plotted. (Supplementary Fig. 3a; right panel)

Gene ontology analysis was performed using BiNGO^41^ and ClueGO tools^42^ using Hypergeometric for overrepresentation and Benjamini and Hochberg (false-discovery rate) correction for multiple testing corrections. KEGG pathway network analysis was performed using ClueGO tools^42^ with kappa score=0.3. Functionally grouped KEGG pathway term networks using kappa statistics implemented by ClueGO to link the terms in the network. The right-sided enrichment (depletion) test based on the hypergeometric distribution is used for terms and groups. The groups are created by iterative merging of initially defined groups based on the kappa score threshold. The relationship between the selected terms is defined based on their shared genes and the final groups are randomly coloured where functional groups represented by their most significant term. One, two or more colours represents that a gene/term is a member of one, two or more groups, respectively. The size of the nodes reflects the enrichment significance of the terms. The network is automatically laid out using the layout algorithm supported by Cytoscape.

The GSEA software^43^ was used to perform GSEA on group of genes against expression data taken from our previously published data. The microarray gene expression data of human Kasumi-1 cells analysis were described in ref. 6. The microarray gene expression data for iRUNX1 system were described in ref. 17. The *P* value and the false-discovery rate q-value are displayed on the enrichment plot.

### Analysis of ChIP-seq data

The sequence reads in fastq format were mapped to the mm10 mouse genome build using BWA^44^ The resulting alignment files were used to generate density maps using bedtools^45^ and data was displayed using the UCSC Genome Browser.

Regions of enrichment (peaks) of ChIP data were identified using MACS 1.4 (ref. 46) and cisGenome^47^ software. The resulting peaks common for the two peak calling methods were considered for further analysis. Peak overlaps, gene annotations were performed using in-house scripts. Peaks were allocated to genes if located in either their promoters or within the region of 500 bp downstream and 2,000 bp upstream of the transcription start sites, as intragenic if not in the promoter but within the gene body region, or if intergenic, to the nearest gene located within 100 kb.

Hierarchical clustering with Euclidean distance and complete linkage clustering was used for clustering of TFs (Fig. 5c) based on similar binding patterns of different ChIP-seq data, in HE, progenitors and cultured progenitors cells. The peaks for all transcriptional factors were intersected and merged when overlapping. The read counts for all union peaks were normalized by total number of reads and then Pearson’s correlation coefficients were calculated between samples using the normalized read counts. A correlation matrix was generated and Pearson correlation coefficients are displayed after hierarchical clustering as a heat map. Colours in the heat map (Fig. 5c) indicate the similarity of association between each pair of TFs.

Analysis of RUNX1 profiles (Fig.7c) was performed as follows: Common RUNX1 and RUNX1-ETO peaks or RUNX1-specific peaks were used as reference coordinates against all aligned reads for RUNX1 before and after RUNX1/ETO induction. Mean read density profiles were calculated for each 50-bp-sized bin around peak summits up to ±5000, bp, these were normalized by the total RUNX1 read counts.

Overlaps between ChIP-seq peaks were defined by requiring the summits of two peaks to lie within ±200 bp. The *P* value for calculating the significance of peak overlaps between peaks was obtained by bootstrapping (50,000 iterations). A random peak set (24,437 peaks) was obtained from the union of the HE, progenitors and cultured progenitors peaks. For bootstrapping, peak sets of 400-b.p.s. width and a population equal to the actual peak populations were randomly obtained from this random set. The mean and the s.d. for the total overlap between one actual peak set and a two random peak set (iteratively exchange between the three peak sets) were calculated and compared with the actual three sets overlap, to obtain the z scores. The *P* value was calculated from the z score using ‘pnorm’ function in R. HE, progenitors and cultured progenitors peaks overlap were found to be significant, with z scores of 23.36 (*P* value <5.45e–121; Fig. 5b). The *P* value for calculating the significance of gene overlaps was carried out similarly using bootstrapping where here random gene set (13,841 genes) was obtained from the union of the HE, progenitors and cultured progenitors genes. HE, progenitors and cultured progenitors genes overlap were found to be significant, with *P* value<4.6e–308). (Fig. 5b).

### Motif analysis

*De novo* motif analysis was performed on non-promoter (distal) peaks using HOMER^48^. Motif lengths of 6, 8, 10, 12 and 14 bp were identified within ±200 bp from the peak summit and a random background sequence option was used. The motif matrices generated by HOMER were scanned against JASPAR with the use of STAMP to identify similarity to known TF-binding sites^49^. The top enriched motifs with a significant log *P* value score were recorded. The annotatePeaks function in HOMER was used to find occurrences of motifs in peaks and distribution of motif density around the peak/motif summit. In this case, we used the discovered motif position weight matrices.

The z score for calculating the significance of motif occurrences within RUNX1-specific distal peaks (Supplementary Fig. 7f) was obtained by bootstrapping, a motif positions search was done within ±200 bp from RUNX1-ETO peaks centre. The distance between the centres of each motif pair was calculated and the motif frequency was counted if the first motif is within 20 bp distance from the second motif. For bootstrapping, peak sets of 400 bps width and a population equal to that of RUNX1 distal-specific peaks were randomly obtained from the union of all RUNX1 and RUNX1-ETO distal peaks from both HE and progenitors cells. Motif search was repeated for each random set and then the mean and the s.d. for the total motif frequencies of the random peak sets were calculated and compared with the actual motif frequencies to obtain the z scores. A matrix was generated and z scores were displayed after hierarchical clustering as a heat map. Red colour means that motif pairs are significantly close within 20 bp in the peaks under test.

### Correlation of gene expression and ChIP-seq data

Genes with at least twofold changes in expression (either up or down) that changed expression from −Dox to +Dox or through differentiation changing from HE cells progressing to HE2 were selected and correlated with RUNX1-ETO ChIP-seq bound genes in HE cells. The resulting HE (HE→HE2) correlated genes were then subdivided into eight classes according to patterns of expression, where 1 if increased expression, 0 if decreased expression and 2 if genes are invariant (Fig. 6c), the main six classes are 00: still downregulated, 02: not downregulated, 11: still upregulated, 12: not upregulated, 20: downregulated, 21: upregulated. Gene ontology analysis and KEGG pathways were performed on these six classes of target HE genes. Genes with at least twofold changes in expression (either up or down) that changed expression from −Dox to +Dox from cultured progenitors were correlated with RUNX1-ETO ChIP-seq bound genes in cultured progenitor cells.

## Additional information

**Accession codes**: All gene expression and DNA-sequencing data are deposited under accession number GSE64625 at NCBI.

**How to cite this article**: Regha, K. *et al*, Developmental-stage-dependent transcriptional response to leukaemic oncogene expression. *Nat. Commun*, 6:7203 doi: 10.1038/ncomms8203 (2015).

## Supplementary Material

Supplementary Figures and Tables Supplementary Figures 1-8 and Supplementary Tables 1-2

Supplementary Data 1 Expression values of all expressed genes in HE, HE2, CD41 progenitors or myeloid (late) Progenitors

Supplementary Data 2 List of gene classes for all differentially expressed genes after RUNX1/ETO induction in HE, HE2 and Progenitor cells as well as their associated GO terms (related to Figure 3a).

Supplementary Data 3 Sheets 1-13: list of genes bound by RUNX1-ETO in HE1 that are differentially expressed through differentiation from HE1 to HE2 and their associated GO and KEGG pathway terms Sheets 14-18: list of genes bound by RUNX1-ETO in HE1 and cultured progenitors which are differentially expressed after RUNX1/ETO induction and their associated GO terms (related to Figure 6)

## Figures and Tables

**Figure 1:**
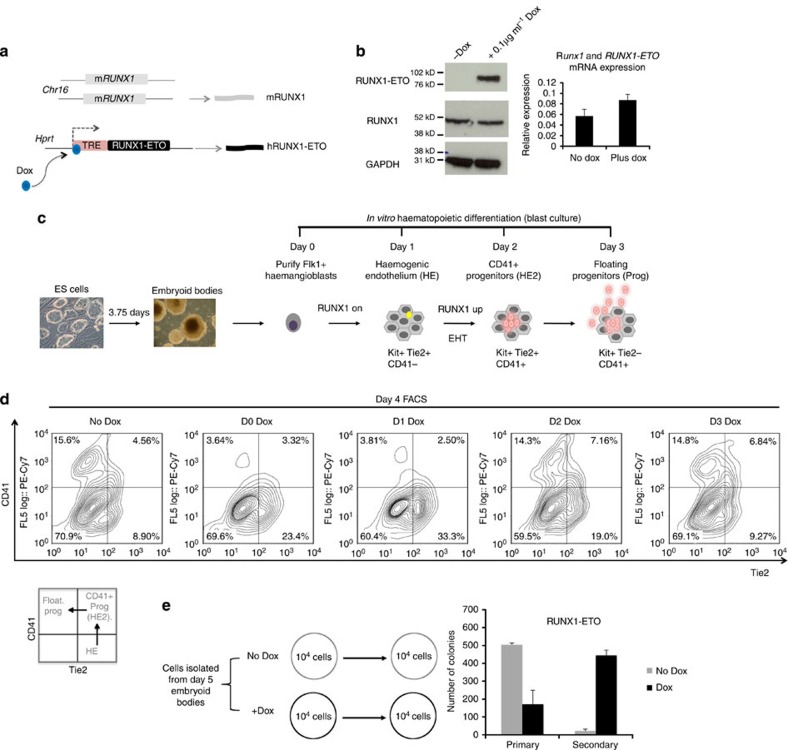
Induction of RUNX1-ETO at early and late stages of haematopoietic specification has a different outcome. (**a**) Schematic representation of the RUNX1-ETO inducible ES cell line. (**b**) RUNX1-ETO expression levels are physiological. Western blot measuring RUNX1-ETO, RUNX1 and GAPDH (loading control) protein expression in total lysates from uninduced myeloid progenitor cells or cultures induced overnight with 0.1 μg ml^−1^ doxycycline as indicated. All samples are from the same gel and all signals were obtained using the same exposure time. The original blot can be found in Supplementary Fig. 8. Right panel: analysis of expression of *Runx1* and *RUNX1-ETO* mRNA from uninduced and induced myeloid precursor cells using primers against a highly conserved part of the RUNT domain encoding sequence demonstrating that the increase in *RUNX1-ETO* expression does not exceed that of *Runx1*. Error bars represent the s.d. of three independent experiments. (**c**) Schematic diagram representing the outline of *in vitro* haematopoietic differentiation and the development of the different types of cells. (**d**) Developmental-stage-dependent impact of RUNX1-ETO. RUNX1-ETO was induced at the indicated days of blast culture and developing cells from induced and control cultures were analysed by flow cytometry at day 4 after staining with antibodies against Tie2, CD41 and KIT. (**e**) Cells derived from day 5 EBs were serially replated in colony-forming unit assays in presence or not of doxycyline. Average numbers (and standard errors) of definitive haematopoietic colonies generated by 10^4^ cells replated in triplicates are depicted.

**Figure 2:**
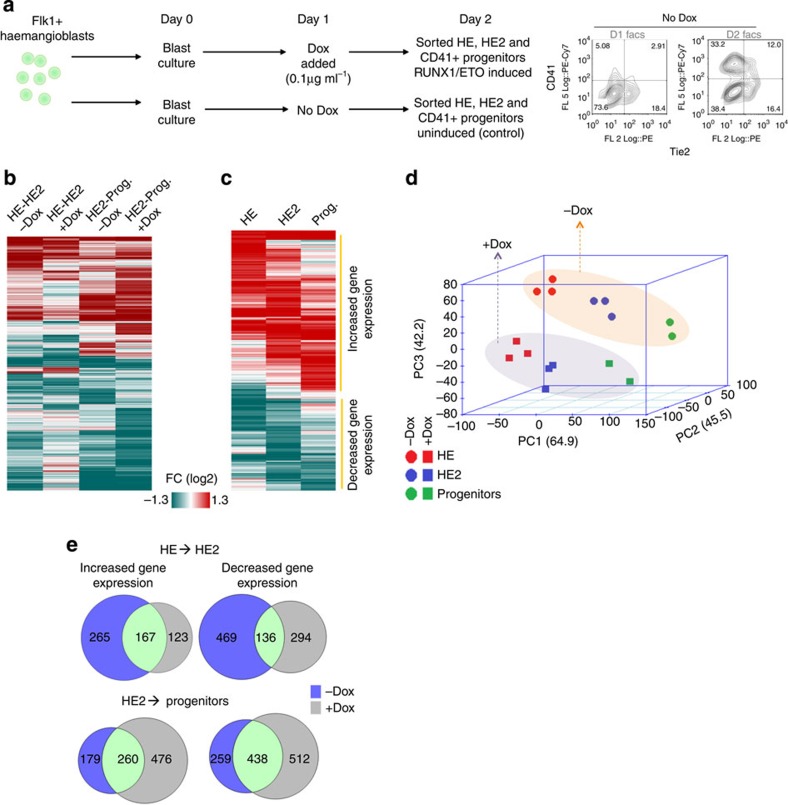
RUNX1-ETO induction alters the expression of different genes depending on the developmental stage. (**a**) Schematic diagram of the FACS purification of HE, HE2 and CD41^+^ progenitors for microarray analysis. Right panel: surface marker profile of uninduced cultures at the indicated days. (**b**) Hierarchical clustering of the fold change of the differentially expressed genes through different stages of differentiation from HE to HE2 and HE2 to progenitors before and after day 1 Dox induction. (**c**) Heat map showing hierarchical clustering of the fold change of 2,718 differentially expressed genes between the induced and the uninduced state after RUNX1-ETO induction. (**d**) Principal component analysis of gene expression of uninduced and induced samples indicating that RUNX1-ETO differentially alters the expression profiles of genes at each stage. (**e**) Venn diagrams representing overlapping or distinct up- or downregulated genes through differentiation, between HE and HE2 (top) and between HE2 and progenitors (bottom).

**Figure 3:**
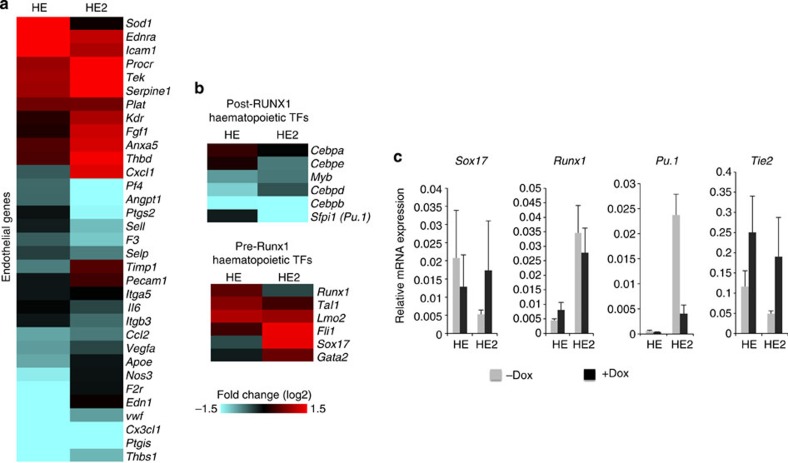
RUNX1-ETO induction disturbs differentiation-dependent gene expression changes during the EHT. (**a**) Heat map representing the fold change of endothelial gene expression between RUNX1-ETO-induced and uninduced cultures in the HE and HE2. Each line represents the RNA fold change in expression of individual genes between the induced and uninduced cultures. Red and blue indicate increased and decreased expression, respectively. (**b**) RUNX1-ETO expression regulates pre- and post-RUNX1 transcription factors genes differently. Heat map representing changes in expression of haematopoietic transcription factors between induced and uninduced cultures in the HE and HE2. Each line represents the RNA fold change in expression of individual genes between the induced and uninduced cultures. (**c**) PCR with reverse transcription validation of microarray results using RNA isolated from HE and HE2 of the RUNX1-ETO-induced and uninduced cultures. Error bars represent the standard error of three independent experiments.

**Figure 4:**
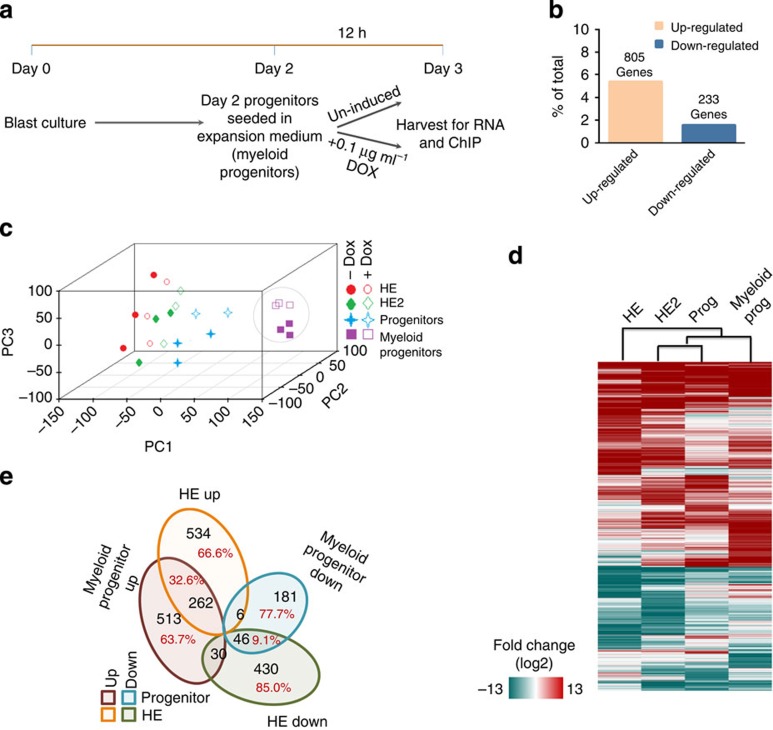
Induction of RUNX1-ETO in committed myeloid progenitor cells. (**a**) Outline of myeloid progenitor culture and induction strategy in progenitor expansion medium. (**b**) Percentage and number of up- and downregulated genes in myeloid progenitor cultures after overnight RUNX1-ETO induction compared with all expressed genes. The numbers over the bars represent the number of genes changing expression. (**c**) Principal component analysis demonstrating the differential effect of RUNX1-ETO induction on gene expression in four different cell types induced at different stages (HE, HE2, CD41^+^KIT^+^Tie2^−^ progenitors and myeloid progenitors). RUNX1-ETO-induced gene expression changes in myeloid progenitors is markedly different from that in early progenitors where RUNX1-ETO was induced in the HE stage. (**d**) Heat map demonstrating differential gene expression change of direct RUNX1-ETO targets in the different cell types after RUNX1-ETO induction. (**e**) Venn diagram demonstrating that there is little overlap between RUNX1-ETO-target genes changing expression in the different cell types.

**Figure 5:**
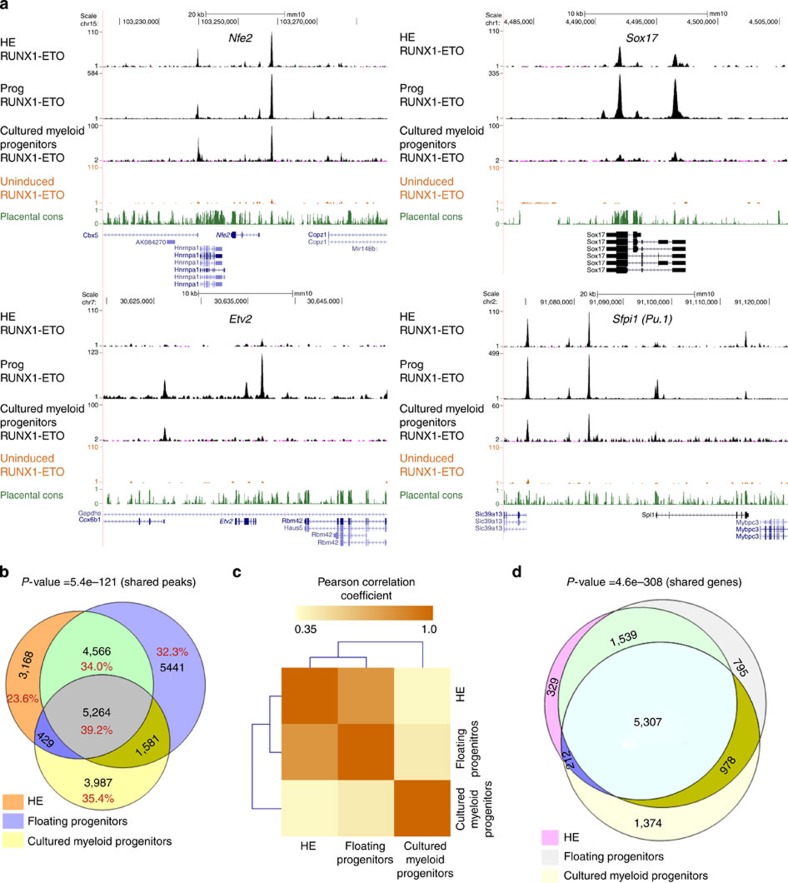
RUNX1-ETO binds to different binding sites but similar genes at early and late stages. (**a**) UCSC genome browser screenshots of ChIP-seq data for RUNX1-ETO in HE, CD41^+^KIT^+^Tie2^−^ progenitors and cultured myeloid progenitors at *Nfe2, Sox17, Etv2* and *Sfpi1 (Pu.1)*, (**b**) Venn diagram showing the percentage and number of intersections between the RUNX1-ETO ChIP-seq peaks in HE, progenitors and myeloid progenitors. The *P* value for calculating the significance of the overlap of all shared peaks (5,264) was obtained by bootstrapping and it was found to be highly significant, with z scores of 23.36 (*P* value<5.45e−121). (**c**) Pearson correlation analysis of the ChIP-seq data obtained with HE, progenitors and myeloid progenitors demonstrating that HE and progenitors from the blast culture cluster away from the myeloid progenitors, which have progressed further in differentiation. Pearson’s correlation coefficients were calculated between all union peaks using the normalized read counts. A correlation matrix was generated and Pearson correlation coefficients are displayed after hierarchical clustering as a heat map. (**d**) Venn diagram showing the overlap of RUNX1-ETO bound genes in HE, progenitors and cultured progenitors. The shared gene overlap was found to be significant with *P* value<4.6e−30 (ref. 8).

**Figure 6:**
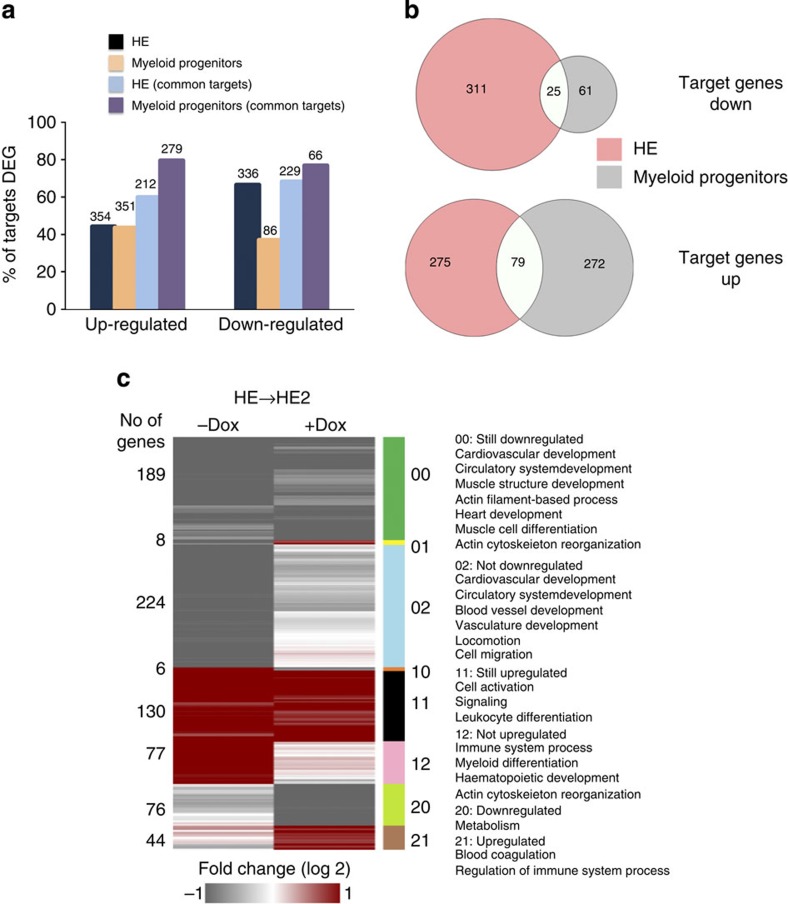
The response of the transcriptional network to RUNX1-ETO induction is stage specific. (**a**) Graph depicting the number and proportion of all and shared (common) RUNX1-ETO targets among differentially expressed genes (DEGs) in the different cell populations. (**b**) Venn diagram showing only a small overlap between the downregulated (top) and upregulated (bottom) transcripts from RUNX1-ETO-target genes in the HE and in cultured myeloid progenitors after RUNX1-ETO induction. (**c**) Analysis of the influence of RUNX1-ETO binding on the kinetics of upregulation and downregulation of genes during the EHT. The heat map shows an unbiased clustering of the fold change in gene expression during the EHT with and without RUNX1-ETO induction with the different clusters (00, 01, 02 and so on) indicated on the right. Right panel: predominant gene ontology terms of genes belonging to the different clusters.

**Figure 7:**
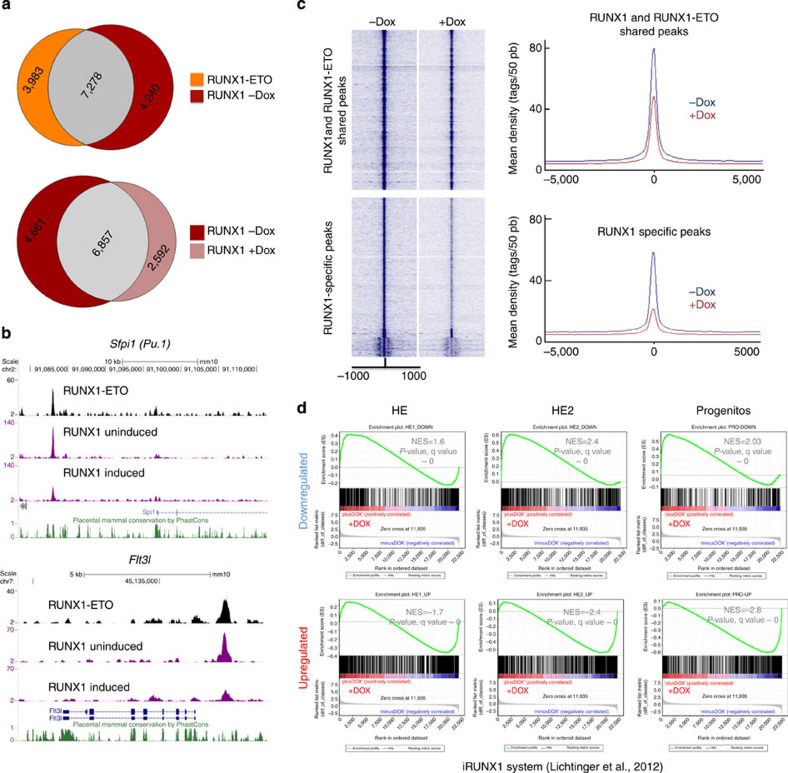
RUNX1-ETO causes the disruption of pre-existing RUNX1 complexes and interferes with the activating and repressive function of RUNX1. (**a**) Venn diagram showing the overlap of RUNX1-ETO and RUNX1 ChIP-seq peaks in the cultured progenitors after induction (top). The bottom diagram shows the overlap of the RUNX1 peaks in the uninduced and the induced cultured progenitors. (**b**) Screenshots showing a reduction in RUNX1 ChIP-seq peaks across the indicated loci. (**c**) Composite RUNX1 ChIP-seq peak distribution profiles within 1 kb of the peak centre. The top diagram shows the relative tag densities for the peaks shared between the uninduced and the induced progenitors in blue and brown, respectively. The bottom diagram shows the reduction in tag densities of the RUNX1-specific peaks in the uninduced cultures. (**d**) GSEAs correlating the gene expression profiles at the indicated stages with or without RUNX1-ETO obtained in this study with those from RUNX1 knockout HE with or without induction of RUNX1 (ref. 17), demonstrating an inverse correlation of responses.

**Figure 8:**
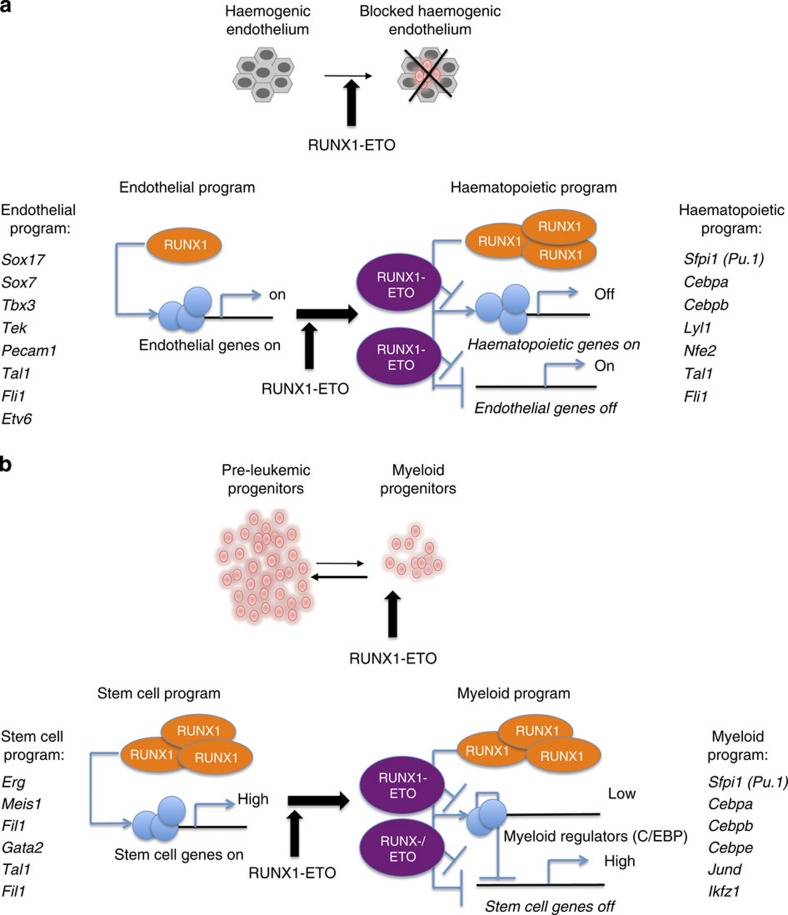
Model of RUNX1-ETO-mediated gene expression changes in two different target cell types. (**a**) Expression of RUNX1-ETO in the HE leads to a block in the EHT. Left panel: endothelial gene expression program with low levels of RUNX1 and expression of endothelial genes. Right panel: haematopoietic gene expression program where haematopoietic genes are upregulated and endothelial genes are downregulated. The induction of RUNX1-ETO leads to a lack of upregulation of haematopoietic genes (indicated as ‘off’) but also a failure to repress the endothelial genes (indicated as ‘on’). (**b**) Expression of RUNX1-ETO in myeloid progenitors leads to enhanced self-renewal. Left panel: stem cell gene expression program including early haematopoietic regulator genes, this is normally only transiently observed in ES-derived cells (see Fig.3 and Supplementary Fig. 3). Right panel: myeloid gene expression program found in committed myeloid progenitor cells. Here the stem cell program is downregulated, while the myeloid program is upregulated. RUNX1-ETO interferes with this downregulation by targeting RUNX1 sites at myeloid regulator genes (indicated as ‘low’), which then in turn fail to downregulate the stem cell program (indicated as ‘high’).

How the deposited data were processed for this re-analysis (not part of the article)

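Gene expression was measured on Agilent SurePrint G3 Mouse arrays in 1 colour in sorted HE, HE2 and CD41+KIT+Tie2− progenitor cells and in myeloid progenitors, each with and without induction of RUNX1-ETO by Dox. There were 23 arrays on 3 slides, with 3 arrays per group, apart from 2 uninduced and 2 induced CD41+KIT+Tie2− progenitor arrays and 1 additional array of uninduced progenitors. The labels of the additional array call it both a technical replicate and replicate 3, and it entered the normalization and not the fit. Induced myeloid progenitor array 3 is called a biological replicate in its title and a technical replicate in its description and was used as replicate 3.

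The authors deposited the intensity of each spot as Feature Extraction read it from the scanned image, with the local background and quality flags and without normalization between arrays. The version of Feature Extraction and the grid named in the paper differ from those in the file headers. The median intensity of each spot was used, since the files hold the median where a mean intensity had been planned. The authors also deposited log2 values per array, which they had corrected for background and quantile normalized, and these were used as an alternative. All columns of values per array had an array of their own, and 0 were left out.

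From the intensities, the background was corrected with normexp and an offset of 16 on all spots, after which 3671 control spots were left out and, among the 59305 others, spots marked as outliers. The 23 arrays were quantile normalized together and spots of a probe averaged, which gave 55681 probes. Of these, 26582 matched a gene symbol through their accession in the RefSeq table of GRCm38.p6, for 20145 genes. The array was annotated on another build, so that the table was used for names only. Each gene was represented by its probe with the highest mean, and 15246 genes with a log2 intensity of at least 6.5 on at least 1 array were tested.

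A mean per group was fitted to 22 arrays with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with tables read by data.table 1.17.8, and all groups shared 1 estimate of the spread with 14 residual degrees of freedom. Genes were called at an unadjusted P of at most 0.001 and a change of at least 2-fold, and adjusted P values follow Benjamini and Hochberg. Differences in the response to Dox between stages were tested as interaction terms with the same threshold. Before the arrays of 2 stages were split in other ways for these terms, the mean effects of stage and of Dox were subtracted. Uninduced HE and myeloid progenitor arrays then differed by a median of 0.56 (root mean square over genes), compared with 1.5 before and 0.49 between arrays of a stage. By the replicate numbers of the labels, uninduced HE and HE2 arrays with the same number deviated together from their group means, with correlations of 0.393, 0.793 and 0.608 across genes, so that these numbers were taken to pair them in the fit with the replicate number as a block. Fisher's exact test, two-sided, was used for families of genes, and exact permutation tests for positions of arrays. The spots well above background made up 48.8 to 78.4% of an array, and the number of arrays limits the precision. A probe not well above background on any array of a group has only a bound there, computed against the higher of the lowest signal well above background and its own signal.

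The genes named are those listed from the paper's results, its discussion and Fig. 3, a list that leaves out LYL and HEB, and for each comparison with and without Dox the 3 largest rises and 3 largest falls among genes past the threshold whose induced arrays all lay on one side of the uninduced arrays. The lists of endothelial genes and of TF genes placed before and after RUNX1 were read from Fig. 3, where the panel of those placed before it also lists Runx1, and those of genes up and down in myeloid progenitors and of inducible MAP kinase targets from the text. TF families and the MAP kinase family were picked by gene symbol. Supplementary Data 1 was used in a copy with its first 1998 entries, with 14594 left out, and only to describe its columns.

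The fit was tested on simulated data with 200 of 15246 genes changed by 1.5 on the log2 scale. It recovered 78.0% of them for Dox in HE, 83.5% in HE2, 71.0% in progenitors and 81.0% in myeloid progenitors, and 82.0% from HE to HE2 without Dox, with 6, 8, 5, 7 and 7 unchanged genes called. For the interaction terms it recovered 55.5% between HE and HE2 with 18 false calls and 61.5% between HE and myeloid progenitors with 10.

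The alternatives were an offset of 50, no background correction, scaling to the 75th percentile, the deposited log2 values, normalization of the early stages and myeloid progenitors apart, no filter on dim probes or one on spots well above background, the mean of a gene's probes or any of its probes, an adjusted P of 0.05 or 0.001, a 2-fold change alone, a log2 change of 0.95, a fit of only the groups compared, the technical array added, the replicate number, the slide or the scan date as a block, and each array left out in turn. The scaling to the 75th percentile took the signal as processed by Feature Extraction, in place of the normexp correction with its offset. ChIP and other sequencing data of the study were not used here.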

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

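Of the tests reported here, those on markers used for sorting and on the splits that part pairs of arrays were chosen only after the results were seen.

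The response to Dox differed between HE and HE2 for 205 genes by the interaction term, with 95 higher and 110 lower in HE2. The genes named here were chosen after their values were seen. Cck had a difference of 3.36 (SE 0.553, adjusted P = 0.00852 from limma) and Klhl4 of 2.49 (SE 0.499, adjusted P = 0.0227), and Ccl6 of -3.72 (SE 0.653, adjusted P = 0.0113) and Ccl9 of -3.45 (SE 0.713, adjusted P = 0.0254). Of 80 splits of the arrays that part every pair of uninduced HE and HE2 arrays with the same number, 1, the real one, called as many genes, and the next called 99, so that chance can be excluded where the numbers pair these arrays. The pairing was found from the data and does not hold for the induced arrays. Of 100 splits drawn without regard to the pairs, 5 called as many genes, the real one included. The 4 others all kept a pair of uninduced arrays together and were among 35 drawn splits in which an uninduced group held arrays of 1 slide only, which called up to 1357 genes with a median of 16. The remaining 64 called at most 161, with a median of 2.5. With the slide as a block, 187 of the 205 genes (91.2%) remained. This does not decide about the slide, since HE and HE2 had the same numbers of uninduced and of induced arrays on each slide. A slide effect shared by both stages therefore cancels in the term with or without the block. One that differs between the stages was not tested. A change in what the sort collects stays open. Itga2b, which encodes the sort marker CD41, had a log2 change of -3.21 with Dox in HE (SE 0.652, adjusted P = 0.00208), and the log2 change of Itga2b with Dox in HE was -2.83 and did not pass the threshold without uninduced HE array 3. A shift of sorted cells and a change of expression at this stage cannot be told apart from this value, since the marker defines the populations. A difference between the stages in their response is a biological explanation that may also apply and was not tested.

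Between HE and myeloid progenitors the response differed for 716 genes, with 448 higher and 268 lower in myeloid progenitors. Chosen after their values were seen, Lyve1 had a difference of 4.65 (SE 0.448, adjusted P = 1.1e-05 from limma), Myzap of 4.29 (SE 0.893, adjusted P = 0.0053), Itgb7 of -4.98 (SE 0.448, adjusted P = 7.48e-06) and Mybpc3 of -4.71 (SE 0.524, adjusted P = 2.83e-05). As many genes were called in 1 of 100 drawn splits, the real one, and the next called 77, so that chance can be excluded. With the slide as a block 653 genes (91.2%) remained, and 686 (95.8%) remained in a joint fit after normalization apart. This argues against the joint normalization, and against the uneven slides within HE, as the whole cause. It does not decide about slide 3, since all myeloid progenitor arrays were on it and all HE arrays on slides 1 and 2. An effect of slide 3 shared by induced and uninduced arrays cancels in the term with or without the block. One on the size of the Dox change cannot be told from the cell type. A difference between the cell types remains as a hypothesis, and the time in Dox and the medium also differ between them and were not tested.

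Between HE2 and CD41+KIT+Tie2− progenitors the response differed for 97 genes, with 36 higher and 61 lower in progenitors and adjusted P values of up to 0.155 from limma. Chosen after their values were seen, Ptprb had a difference of 3.62 (SE 0.441, adjusted P = 0.00141), Col1a1 of 3.79 (SE 0.829, adjusted P = 0.0816), Hpgd of -4.09 (SE 0.476, adjusted P = 0.00141) and Pla2g7 of -3.62 (SE 0.785, adjusted P = 0.0769). The number of genes whose Dox response differs between HE2 and progenitors was 65 with the slide as a block, 74 with the scan date as a block, 116 with the technical array added, 318 without induced progenitor array 1, 55 without uninduced progenitor array 2 and 63 without uninduced HE2 array 1. Splits of the arrays were not counted for this comparison, in which progenitors had 2 arrays per group, and the slide of induced progenitor array 2 was not that of the other arrays compared. The block by slide or by scan date therefore leaves induced progenitor array 1 alone to measure induced progenitors. No biological explanation was tested.

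Among 10503 features that match no gene symbol, which the paper does not discuss, 164 changed with Dox in myeloid progenitors, with 118 up and 46 down and adjusted P values of up to 0.0436 from limma. In HE 201, in HE2 231 and in progenitors 169 changed. Of the 164, 157 (95.7%) were well above background on every array of at least 1 of the compared groups. This does not decide whether signal near background is the source, since a called change of at least 2-fold itself favours features that are bright in 1 group. No biological explanation was tested.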

How the results depend on the processing

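Of the settings reported here, those that count features without a gene match, that join the settings followed by the deposited values, that exchange the replicate numbers in the block and that join the slide block with the technical array were chosen only after the results were seen. All other settings were fixed before the data were examined.

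Over 312 changes with Dox of named genes, of which 120 passed the threshold, the planned settings gave 5646 values with the same direction and on the same side of the threshold, 130 that no longer passed, 120 that newly passed and 28 with the opposite direction. Settings that leave out 1 array gave 1524, 115, 13 and 64 such values. No change that passed the threshold was reversed in any setting run, and the largest reversed change had a size of 0.80 on the log2 scale. Of the 120 changes, 48 lost the call in at least 1 planned setting that keeps all arrays and 38 lost it without 1 array. All 312 were the same without a filter on dim probes, with the filter on spots well above background and with the slide as a random block, and 311 at a log2 change of 0.95. Of the counts and shares, 356 values stayed within 1.5 times the reported one in planned settings and 61 did not, against 144 and 18 without 1 array and 79 and 8 in the settings added later.

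The reported numbers of genes up and down with Dox were 715 and 363 in HE, 777 and 315 in HE2, 463 and 107 in progenitors and 779 and 180 in myeloid progenitors. From HE to HE2 they were 365 and 402 without and 246 and 226 with Dox, and from HE2 to progenitors 267 and 555 without and 309 and 802 with Dox. The response to Dox differed for 205 genes between HE and HE2, 97 between HE2 and progenitors and 716 between HE and myeloid progenitors, and 1801 genes changed in any of HE, HE2 and progenitors. The shares of HE genes that changed in myeloid progenitors were 33.8% up and 9.09% down.

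An adjusted P of at most 0.001 in place of an unadjusted one gave 446 for genes up with Dox in HE, 193 for genes down with Dox in HE, 493 for genes up with Dox in HE2, 121 for genes down with Dox in HE2, 160 for genes up with Dox in progenitors, 8 for genes down with Dox in progenitors, 79 for genes down with Dox in myeloid progenitors, 218 for genes up from HE to HE2 without Dox, 59 for genes down from HE to HE2 without Dox, 94 for genes up from HE to HE2 with Dox, 52 for genes down from HE to HE2 with Dox, 128 for genes up from HE2 to progenitors without Dox, 261 for genes down from HE2 to progenitors without Dox, 141 for genes up from HE2 to progenitors with Dox, 375 for genes down from HE2 to progenitors with Dox, 189 for genes whose Dox response differs between HE and myeloid progenitors, 992 for genes changed with Dox in any of HE, HE2 and progenitors, 27.1% for the percent of genes up in HE that are also up in myeloid progenitors and 5.7% for the percent of genes down in HE that are also down in myeloid progenitors. It left 0 genes whose Dox response differs between HE and HE2 and 0 between HE2 and progenitors in limma's fit, where 1319 and 1219 had an unadjusted P under 0.05. An adjusted P of at most 0.05 gave 168 for genes down with Dox in progenitors, 132 for genes whose Dox response differs between HE and HE2 and 28 for genes whose Dox response differs between HE2 and progenitors. A 2-fold change alone gave 549 for genes down with Dox in HE, 599 for genes down with Dox in HE2, 901 for genes up with Dox in progenitors, 514 for genes down with Dox in progenitors, 305 for genes down with Dox in myeloid progenitors, 689 for genes down from HE to HE2 without Dox, 468 for genes down from HE to HE2 with Dox, 549 for genes up from HE2 to progenitors without Dox, 848 for genes down from HE2 to progenitors without Dox, 790 for genes up from HE2 to progenitors with Dox, 925 for genes whose Dox response differs between HE and HE2, 1213 for genes whose Dox response differs between HE2 and progenitors, 1788 for genes whose Dox response differs between HE and myeloid progenitors and 2990 for genes changed with Dox in any of HE, HE2 and progenitors. These differences follow from stricter or looser thresholds on the same fit.

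A fit of only the groups compared, which has fewer arrays to estimate the spread from, gave 453 for genes up with Dox in HE, 178 for genes down with Dox in HE, 188 for genes down with Dox in HE2, 202 for genes up with Dox in progenitors, 15 for genes down with Dox in progenitors, 181 for genes down from HE to HE2 without Dox, 154 for genes up from HE to HE2 with Dox, 133 for genes down from HE to HE2 with Dox, 120 for genes up from HE2 to progenitors with Dox, 302 for genes down from HE2 to progenitors with Dox, 127 for genes whose Dox response differs between HE and HE2, 48 for genes whose Dox response differs between HE2 and progenitors, 1121 for genes changed with Dox in any of HE, HE2 and progenitors, 38.6% for the percent of genes up in HE that are also up in myeloid progenitors and 14% for the percent of genes down in HE that are also down in myeloid progenitors. Normalization of the early stages and myeloid progenitors apart gave 69 for genes down with Dox in progenitors, 133 for genes whose Dox response differs between HE and HE2 and 63 for genes whose Dox response differs between HE2 and progenitors. This setting also fitted both sets of arrays apart, so that it gave no value for the difference between HE and myeloid progenitors. The 686 genes that remained for this difference after normalization apart come from a joint fit of both sets. The slide as a block gave 25 for genes down with Dox in progenitors and 492 for genes down from HE2 to progenitors with Dox, and the scan date as a block 28 for genes down with Dox in progenitors and 522 for genes down from HE2 to progenitors with Dox. Induced progenitors were the only group in the fit with arrays of both scan dates, and their array 2 was alone on slide 3. Either block therefore leaves induced array 1 alone to measure induced progenitors, and the scan date block amounts to leaving out array 2. For the fit of only the groups compared and for the normalization apart, the cause was not tested.

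Scaling to the 75th percentile gave 137 for genes down from HE to HE2 with Dox and, for the groups of Supplementary Data 3 (classes), 1.94 for the median change of class 11 from HE to HE2 without Dox, 1.64 for the median change of class 11 from HE to HE2 with Dox, 1.77 for the median change of class 12 from HE to HE2 without Dox and 0.46 for the median change of class 12 from HE to HE2 with Dox. It moved the median log2 change of all genes with Dox to -0.12 in HE2, -0.21 in progenitors and -0.12 in myeloid progenitors, a shift that its values of single genes include. This setting also took the signal as processed by Feature Extraction, with no normexp offset, so that the scaling alone was not tested. An offset of 50 gave 1.34 for the median change of class 11 from HE to HE2 with Dox, 1.21 for the median change of class 12 from HE to HE2 without Dox and 0.29 for the median change of class 12 from HE to HE2 with Dox, and the deposited log2 values, which carry no outlier flags, 0.29 for the median change of class 12 from HE to HE2 with Dox. The settings of the deposited values taken together, chosen after seeing the data, gave 522 for genes down with Dox in HE2, 733 for genes up with Dox in progenitors, 304 for genes down with Dox in progenitors, 394 for genes down from HE to HE2 with Dox, 418 for genes up from HE2 to progenitors without Dox, 717 for genes up from HE2 to progenitors with Dox, 706 for genes whose Dox response differs between HE and HE2 and 847 for genes whose Dox response differs between HE2 and progenitors. The cause was not tested.

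The share of called genes that were up moved by over 10 percentage points in some settings. In progenitors with Dox it was 81.2%, compared with 95.2% at an adjusted P of at most 0.001, 63.7% at a 2-fold change alone, 93.1% with only the groups compared, 92.6% with the slide block, 92.1% with the scan date block and 70.7% with the settings of the deposited values together. In HE2 with Dox it was 71.2%, compared with 60.8% with the latter. From HE to HE2 without Dox it was 47.6%, compared with 62.0% with 75th percentile scaling, 78.7% at an adjusted P of at most 0.001 and 61.2% with only the groups compared. With Dox it was 52.1%, compared with 67.7, 64.4 and 40.9% with 75th percentile scaling, an adjusted P of at most 0.001 and the settings of the deposited values together. From HE2 to progenitors with Dox it was 27.8%, compared with 40.8% at a 2-fold change alone and 44.0% with the settings of the deposited values together.

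In place of the mean position of induced HE2 arrays between uninduced HE and uninduced HE2, the ratio of the distances of induced and uninduced HE2 arrays from uninduced HE was 1.21 for the Euclidean distance (exact permutation test, P = 0.2) and 1.18 over the first 3 principal components (exact permutation test, P = 0.8), so that induced HE2 arrays were farther away by these measures. Both distances also count the effect of Dox that the stages share, so that they do not measure the stage alone. The mean position of induced progenitor arrays between uninduced HE and uninduced progenitors was 0.737 with the technical array added. The cause was not tested.

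Scaling to the 75th percentile reversed the log2 change of Hic1 with Dox in HE (0.12), the log2 change of Krt8 with Dox in progenitors (0.022), the log2 change of Myb with Dox in myeloid progenitors (-0.046), the log2 change of Sod1 with Dox in HE (-0.45), the log2 change of Sod1 with Dox in HE2 (-0.23), the log2 change of Sod1 with Dox in myeloid progenitors (-0.25), the log2 change of Tal1 with Dox in myeloid progenitors (-0.14) and the log2 change of Thbs1 with Dox in progenitors (-0.079). The slide block reversed the log2 change of Cebpa with Dox in HE2 (0.061), the log2 change of Cgn with Dox in progenitors (-0.0069), the log2 change of Itga5 with Dox in HE2 (0.0069), the log2 change of Jund with Dox in progenitors (0.23), the log2 change of Krt8 with Dox in progenitors (0.21), the log2 change of Ptgs2 with Dox in HE (0.13) and the log2 change of Runx1 with Dox in progenitors (0.20). The scan date block reversed the log2 change of Jund with Dox in progenitors (0.10), the log2 change of Krt8 with Dox in progenitors (0.24), the log2 change of Ptgs2 with Dox in progenitors (0.19) and the log2 change of Runx1 with Dox in progenitors (0.18). Taking the mean of a gene's probes reversed the log2 change of Erg with Dox in HE (-0.080), the log2 change of Erg with Dox in HE2 (-0.11) and the log2 change of Runx1 with Dox in progenitors (0.23). Counting any probe of a gene reversed the log2 change of Erg with Dox in HE (-0.30) and the log2 change of Runx1 with Dox in progenitors (0.55). Adding the technical array reversed the log2 change of Il6 with Dox in progenitors (0.026), the log2 change of Jund with Dox in progenitors (0.024) and the log2 change of Runx1 with Dox in progenitors (0.11). Leaving out the background correction reversed the log2 change of Prtn3 with Dox in HE (0.00055). Of the settings chosen after seeing the data, those of the deposited values together reversed the log2 change of Erg with Dox in HE (-0.053), the log2 change of Erg with Dox in HE2 (-0.11), the log2 change of Jund with Dox in progenitors (0.10), the log2 change of Krt8 with Dox in progenitors (0.22), the log2 change of Ptgs2 with Dox in progenitors (0.19) and the log2 change of Runx1 with Dox in progenitors (0.17). In the same way, the slide block with the technical array reversed the log2 change of Cebpa with Dox in HE2 (0.067), the log2 change of Il6 with Dox in progenitors (0.055), the log2 change of Itga5 with Dox in HE2 (0.0078), the log2 change of Jund with Dox in progenitors (0.31), the log2 change of Ptgs2 with Dox in HE (0.14) and the log2 change of Runx1 with Dox in progenitors (0.21), and the block with exchanged numbers reversed the log2 change of Prtn3 with Dox in HE (0.020). None of these changes passed the threshold in the reported fit. In progenitors, the slide block and the scan date block without the technical array leave induced array 1 alone to measure the change. The settings of the deposited values together do so too. For the other reversals the cause was not tested.

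With each array left out in turn, the ranges were 195 (without uninduced HE2 array 3) to 422 (without uninduced HE array 1) for genes down from HE to HE2 without Dox, 28.3 (without induced myeloid progenitor array 1) to 34.2 (without uninduced HE array 1) for the percent of genes up in HE that are also up in myeloid progenitors, 4.94 (without induced myeloid progenitor array 1) to 10.6 (without uninduced HE array 3) for the percent of genes down in HE that are also down in myeloid progenitors and 321 (without uninduced progenitor array 2) to 621 (without uninduced HE2 array 3) for genes down from HE2 to progenitors without Dox. They were 55 (without uninduced progenitor array 2) to 318 (without induced progenitor array 1) for genes whose Dox response differs between HE2 and progenitors, 522 (without induced progenitor array 2) to 830 (without induced HE2 array 2) for genes down from HE2 to progenitors with Dox, 116 (without induced myeloid progenitor array 1) to 192 (without uninduced myeloid progenitor array 2) for genes down with Dox in myeloid progenitors, 283 (without uninduced progenitor array 2) to 609 (without induced progenitor array 1) for genes up with Dox in progenitors and 28 (without induced progenitor array 2) to 281 (without induced progenitor array 1) for genes down with Dox in progenitors. For the remaining measures they were 1.54 (without uninduced HE array 3) to 1.83 (without uninduced HE array 1) for the median change of class 11 from HE to HE2 without Dox, 1.38 (without induced HE array 1) to 1.60 (without induced HE array 2) for the median change of class 11 from HE to HE2 with Dox, 1.12 (without uninduced HE array 3) to 1.5 (without uninduced HE2 array 1) for the median change of class 12 from HE to HE2 without Dox, 0.29 (without induced HE array 3) to 0.38 (without induced HE array 2) for the median change of class 12 from HE to HE2 with Dox and 0.705 (without induced progenitor array 2) to 0.747 (without uninduced HE array 3) for the mean position of induced progenitor arrays between uninduced HE and uninduced progenitors. The median change of class 20 from HE to HE2 without Dox ranged from -0.527 (without uninduced HE2 array 2) to -0.208 (without uninduced HE array 2). That of class 21 without Dox ranged from 0.0975 (without uninduced HE2 array 3) to 0.275 (without uninduced HE2 array 1). Where 1 array was left of a group of 2, it was assumed to vary like the other groups.

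For genes whose change did not pass the threshold and was reversed without 1 array, the log2 change with Dox in HE ranged from -0.16 to 0.47 for Erg, -0.54 to 0.024 for Gata2, -0.18 to 0.047 for Il6, -0.59 to 0.13 for Itga5, -0.89 to 0.24 for Itgb3, -0.076 to 0.54 for Kdr, -0.92 to 0.69 for Pecam1, -0.092 to 0.12 for Prtn3, -0.40 to 0.11 for Ptgs2, -0.10 to 0.24 for Sod1 and -0.70 to 0.19 for Sox4. In HE2 it ranged from -0.17 to 0.026 for Apoe, -0.69 to 0.44 for Cebpa, -0.36 to 0.39 for Edn1, -0.16 to 0.060 for F2r, -0.23 to 0.20 for Itga5, -0.066 to 0.62 for Nos3, -0.30 to 0.99 for Pecam1, -0.42 to 0.092 for Sox4 and -0.15 to 0.86 for Timp1. In progenitors it ranged from -0.072 to 0.69 for Cgn, -1.12 to 0.25 for Etv2, -0.68 to 0.11 for Exoc3l4, -0.14 to 1.56 for Fosb, -0.16 to 0.031 for Il6, -1.25 to 1.02 for Itga2b, -0.97 to 0.10 for Jund, -0.27 to 0.24 for Krt8, -0.24 to 0.10 for Lmo2, -1.79 to 0.19 for Ptgs2, -0.38 to 0.18 for Runx1, -0.12 to 0.017 for Sod1, -0.23 to 0.45 for Thbs1 and -0.28 to 1.73 for Timp1, and in myeloid progenitors from -0.00068 to 0.19 for Ednra, -0.84 to 0.86 for Fos, -0.95 to 1.43 for Fosb, -0.24 to 0.22 for Myb and -0.36 to 0.031 for Runx1.

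Same-numbered arrays of different groups were compared by the correlation of their deviations from the group means. With the numbers of the scanner files it was over 0.1 for 9 of 17 pairs (-0.533 to 0.793), among them all 3 pairs of uninduced HE and HE2 arrays, and in no other comparison of groups of 3 arrays was it over 0.1 for all pairs. With the replicate block, 380 genes were up and 392 down from HE to HE2 without Dox. Of 78 named genes, 73 kept their call in this comparison, and among the others Flt3l, Irf8 and Nrgn no longer passed the threshold and Pnoc newly passed it. With the numbers of the deposited values the correlation was over 0.1 for 12 of 17 pairs (-0.475 to 0.793), among them also all 3 pairs of uninduced and induced HE2 arrays (0.359, 0.606 and 0.485) and of uninduced and induced myeloid progenitor arrays (0.209, 0.117 and 0.258), but for none of the 3 pairs of HE arrays. With these exchanged numbers in the block, chosen after seeing the data, 799 genes were up and 315 down with Dox in HE2 and 799 up and 199 down in myeloid progenitors, and Etv2, Fos and Fosb in HE2 and Meis1 and Spi1 in myeloid progenitors newly passed the threshold. With the replicate block by the numbers of the scanner files, the numbers of genes up and down with Dox were 712 and 369 in HE, 794 and 303 in HE2, 455 and 98 in progenitors and 785 and 193 in myeloid progenitors, with 209 genes whose Dox response differs between HE and HE2, 101 genes whose Dox response differs between HE2 and progenitors and 751 genes whose Dox response differs between HE and myeloid progenitors. No count of called genes moved by over 1.5 times under either block.

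Signal over background limits the values of dim genes. The share of spots well above background was lowest on induced progenitor array 2 at 48.8%, compared with 78.4% on the brightest uninduced HE array, and the log2 change of a gene below background in 1 group is only a bound.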

Differences from the paper's values

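The setting that joins the settings followed by the deposited values, the replicate block with exchanged numbers and the slide block with the technical array were chosen only after the results were seen. The first of these has no P threshold, so that its numbers and calls rest on the size of the change alone. It also measures induced progenitors by array 1 alone.

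The paper gives 2718 genes that changed in HE, HE2 or CD41+KIT+Tie2− progenitors, and 1801 were found here. A number is taken to differ where one value is more than 1.5 times the other, which 1801 is just past. Of the 35 alternatives set before the data were examined, 9 had values that do not differ by this criterion, some of them only just within it, namely 1839 without a filter on dim probes, 1820 with spots well above background, 1892 with any probe of a gene, 2199 at an adjusted P of at most 0.05, 2990 at a 2-fold change alone, 1897 at a log2 change of 0.95, 1844 with the technical array added, 1830 without induced HE2 array 2 and 2132 without induced progenitor array 1. The other 26 differ. The settings of the deposited values together set no P threshold, so that their number counts changes by size alone. With the settings of the deposited values together, chosen after seeing the values, the number was 2416.

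The number of genes down from HE to HE2 without Dox is about 610 in Fig. 2, read by eye, and was 402 here. Of 25 alternatives set before the data were examined, 16 differ and 9 do not, namely 409 without a filter on dim probes, 428 with any probe of a gene, 540 at an adjusted P of at most 0.05, 689 at a 2-fold change alone, 425 at a log2 change of 0.95, 409 with the technical array added, 437 with the slide block, 420 with the scan date block and 422 without uninduced HE array 1. With Dox it is about 430 in Fig. 2, read by eye, and was 226 here, and of 25 alternatives 23 differ, while 287 at an adjusted P of at most 0.05 and 468 at a 2-fold change alone do not. With the settings of the deposited values together, chosen after seeing the values, the numbers were 584 and 394.

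The number of genes up from HE2 to progenitors without Dox is about 440 in Fig. 2, read by eye, and was 267 here. Of 24 alternatives set before the data were examined 22 differ, while 335 at an adjusted P of at most 0.05 and 549 at a 2-fold change alone do not. With Dox it is about 740 in Fig. 2, read by eye, and was 309 here, and of 24 alternatives 23 differ, while 790 at a 2-fold change alone does not. With the settings of the deposited values together, chosen after seeing the values, the numbers were 418 and 717.

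The paper states that Meis1 is upregulated and Spi1 (PU.1), Cebpa and Cebpb are downregulated in myeloid progenitors with Dox. The log2 changes here were 1.07 for Meis1, -1.39 for Spi1, -0.52 for Cebpa and -1.36 for Cebpb, none of which passed the threshold. Meis1 passed with the early stages and myeloid progenitors normalized apart, at an adjusted P of at most 0.05, at a 2-fold change alone, with only the groups compared, and with the replicate or slide block. Spi1 passed with an offset of 50, without background correction, with the deposited log2 values, with the normalization apart, at an adjusted P of at most 0.05, at a 2-fold change alone and with only the groups compared. Cebpb passed with the normalization apart, at an adjusted P of at most 0.05, at a 2-fold change alone and with only the groups compared. Cebpa passed in none of the settings run. Of the settings chosen after seeing the values, those of the deposited values together called Meis1, Spi1 and Cebpb by the size of the change alone. The replicate block with exchanged numbers called Meis1 and Spi1, and the slide block with the technical array Meis1.

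The paper states that Fos, Fosb and Jund are upregulated by RUNX1-ETO in haematopoietic progenitors. None of them passed the threshold at any stage, with log2 changes of 0.23, 0.57 and 0.82 in myeloid progenitors, of 0.83, 0.71 and -0.44 in CD41+KIT+Tie2− progenitors, of 1.83, 2.35 and 0.44 in HE and of 2.44, 2.69 and 0.61 in HE2. In myeloid progenitors the changes of Fos and Fosb were -0.84 and -0.95 without induced array 2, and the log2 change of Fos with Dox in myeloid progenitors was -0.23 without uninduced array 1. In CD41+KIT+Tie2− progenitors that of Fosb was -0.14 without uninduced array 2 and that of Jund 0.10 without induced array 2. In myeloid progenitors none of the 3 passed in any setting run. Fos passed in HE with the early stages and myeloid progenitors normalized apart and at a 2-fold change alone, and in HE2 with these, at an adjusted P of at most 0.05 and with only the groups compared. Fosb passed in HE at a 2-fold change alone, and in HE2 with the normalization apart, at a 2-fold change alone and with only the groups compared. Of the settings chosen after seeing the values, those of the deposited values together called Fos and Fosb in HE and HE2 by the size of the change alone. The replicate block with exchanged numbers called Fos in HE and HE2 and Fosb in HE2.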

Other observations

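Of the tests and settings reported here, those on the splits that part pairs of arrays, on the slide block with the technical array, on the share of HE2 cells, on doxycycline itself, on the offset of the deposited values, on exchanged columns and on the progenitor column of Supplementary Data 1 were chosen only after the results were seen.

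The numbers of genes changed with Dox in HE, HE2 and myeloid progenitors and from HE to HE2 without and with Dox were each the largest of the 10 splits of their 6 arrays into groups of 3, that is 1 of 10 splits gave as many genes. Chance cannot be excluded by this count, since 10 splits cannot give a share under 0.1. The largest other splits called 54, 25, 16, 65 and 242 genes, compared with 1078, 1092, 959, 767 and 472 in the real ones. Splits of HE and HE2 arrays by slide called 16 and 2. Of the 10 splits of HE and HE2 arrays without Dox, 4 parted every pair of arrays with the same number, of which the real one alone called as many genes, and the 65 genes were called by 1 of the 6 that kept a pair together.

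Fewer genes changed with Dox in progenitors (570) than in HE2 (1092). With 2 arrays per group in HE2, the 9 choices gave a median of 868 genes (706 to 1021), all above the number in progenitors, which argues against the number of arrays as the whole cause. The slides of the induced progenitor arrays stay open as a cause. The SD over genes of the difference between these arrays, which were on slides 1 and 3, was 0.653, compared with 0.487 between the uninduced progenitor arrays, on slides 1 and 2. It was 1.15 times the median of pairs of HE2 arrays (0.568, up to 0.785), which does not decide, since it compares single arrays and 4 of the 6 HE2 pairs were also on different slides. With the slide as a block and the technical array added, there were 530 genes up with Dox in progenitors and 94 genes down with Dox in progenitors, compared with 808 genes up with Dox in HE2 and 320 genes down with Dox in HE2, and in this fit the progenitor arrays on slide 3 were 1 induced array and the technical array. Without induced array 1, 609 genes were up and 281 down, and without induced array 2, 325 were up and 28 down, of which 278 called genes were shared with both arrays. Within slides, 1 induced array was set against 1 uninduced array, which on slide 3 was the additional array that is called a technical replicate in its title and was otherwise left out. Measured in this way, with no replicate check, the log2 changes had a correlation of 0.66 across genes, which are not independent replicates, and 660 genes changed 2-fold the same way on slides 1 and 3 and 10 opposite ways.

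Itga2b was lower with Dox in HE, and its log2 change in HE2 was -2.46 (adjusted P = 0.0137 from limma), which did not pass the threshold, and the log2 change of Itga2b with Dox in HE2 passed without induced HE2 array 2 (-3.15). A lower share of cells of the HE2 kind among induced HE cells could give this. Genes at least 4 times as bright in HE2 as in HE, chosen on 1 array in turn, had median log2 changes with Dox in HE of 0.13, -0.076 and 0.034 over 131, 168 and 224 genes, with a mean of 0.030. They went both ways, as 14, 32 and 26 of them fell at least 2-fold and 23, 20 and 29 rose at least 2-fold, so that these medians do not decide. Taking the sorted HE2 arrays as the profile of such cells, the median gene brighter in HE2 allowed a share of HE2 cells of 21.0%, 19.9% and 13.7% on uninduced HE arrays 1, 2 and 3. Losing it would give Itga2b log2 changes no further down than -0.58 and -0.28 from arrays 1 and 3, where the observed changes were -3.13 to -4.23 and -3.44 to -4.54, which argues against such a loss as the whole cause there. From array 2, losing it would give up to -6.63, against -1.47 to -2.57 observed, and a loss of these cells and a change of expression cannot be told apart. A loss as a part of the cause stays open for all 3 arrays.

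The metallothionein genes Mt1 and Mt2 were among the 3 largest rises in HE, with 5.41 for Mt1. In HE2 Mt1 rose by 2.92, in progenitors by 0.85 (adjusted P = 0.258 from limma) and in myeloid progenitors by 2.02, and Mt2 by 2.20 in progenitors and 3.41 in myeloid progenitors. Doxycycline itself and RUNX1-ETO as the source of these rises cannot be told apart, since no array of cells treated with Dox without the transgene was analysed here. Trh and Hdc, which were among the largest rises in HE2, also rose in progenitors, by 4.21 and 4.26, and Trh in myeloid progenitors by 4.84 and Hdc in HE by 5.31.

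The deposited log2 values differed from the values with an offset of 50 by a median absolute difference of 0.0135, compared with 0.602 for an offset of 16, which is consistent with an offset of 50 in place of the 16 that the paper states. In induced HE, HE2 and myeloid progenitors, the deposited columns of replicates 2 and 3 were closer to the scanner values of the other replicate in 6 of 6 cases (0.0135 compared with 0.2), which suggests that the columns of these replicates are exchanged. The groups hold the same arrays in either order.

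In the copy of Supplementary Data 1, the induced progenitor column had an SD over genes of the difference of 0.403 from induced array 1, 0.634 from array 2 and 0.468 from their mean, compared with 0.405 to 0.429 between columns of other groups and the means of their arrays, which is consistent with a column that holds array 1 alone. This was tested on the first 1998 entries only.

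The additional array of uninduced progenitors lay at 48.6 on the first principal component, 25.5% of the way from uninduced progenitors to uninduced myeloid progenitors. Its correlation across genes with the other uninduced progenitor arrays was 0.983 and 0.983, compared with 0.987 between these. No explanation was tested.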
